# The Rho GTPase exchange factor Vav2 promotes extensive age-dependent rewiring of the hair follicle stem cell transcriptome

**DOI:** 10.3389/fcell.2023.1252834

**Published:** 2023-09-26

**Authors:** L. Francisco Lorenzo-Martín, Xosé R. Bustelo

**Keywords:** skin homeostasis, aging, epidermal stem cells, hair follicle, gene expression, bioinformatics

## Abstract

Both the number and regenerative activity of hair follicle stem cells (HFSCs) are regulated by Vav2, a GDP/GTP exchange factor involved in the catalytic stimulation of the GTPases Rac1 and RhoA. However, whether Vav2 signaling changes in HFSCs over the mouse lifespan is not yet known. Using a mouse knock-in mouse model, we now show that the expression of a catalytically active version of Vav2 (Vav2^Onc^) promotes an extensive rewiring of the overall transcriptome of HFSCs, the generation of new transcription factor hubs, and the synchronization of many transcriptional programs associated with specific HFSC states and well-defined signaling pathways. Interestingly, this transcriptome rewiring is not fixed in time, as it involves the induction of 15 gene expression waves with diverse distribution patterns during the life of the animals. These expression waves are consistent with the promotion by Vav2^Onc^ of several functional HFSC states that differ from those normally observed in wild-type HFSCs. These results further underscore the role of Vav2 in the regulation of the functional state of HFSCs. They also indicate that, unlike other Vav2-dependent biological processes, the signaling output of this exchange factor is highly contingent on age-dependent intrinsic and/or extrinsic HFSC factors that shape the final biological readouts triggered in this cell type.

## Introduction

HFSCs are essential for the homeostatic balance of the skin (Blanpain and Fuchs, 2006; Blanpain and Fuchs, 2009). They are located in the bulge area of the hair follicle, from which they migrate and progressively differentiate to give rise to the interfollicular, sebaceous, and hair follicle lineages when the skin has to be regenerated due to wounds or other traumas (Blanpain and Fuchs, 2006; Cotsarelis, 2006; Fuchs, 2008; Blanpain and Fuchs, 2009). Consequently, alterations in the number and/or normal functions of these cells contribute to skin regenerative defects, tumorigenic processes, and aging (Schober and Fuchs, 2011; Doles et al., 2012; Hsu et al., 2014). It is therefore of paramount importance to decipher the biological and molecular mechanisms that modulate their numbers, long-term stability, and functional states.

Most Rho GTPases work as molecular switches depending on the type of guanosine nucleotide bound to them (Bustelo et al., 2007). When bound to GDP, these proteins are in an inactive conformation that is not compatible with proximal downstream effector binding. In addition, Rho GTPases are sequestered in the cytosol due to their physical interaction with Rho GDP dissociation inhibitors. However, when in the GTP-bound state, Rho GTPases are unleashed from Rho GDP dissociation inhibitors, interact with a large spectrum of proximal effectors, and eventually promote the stimulation of a wide variety of intracellular functions, such as cytoskeletal remodeling, proliferation, and differentiation (Bustelo et al., 2007). The transition of Rho GTPases from the GDP-bound to the GTP-bound state is catalyzed by GDP/GTP exchange factors (GEF), while the reverse inactivation step is mediated by the GTPase activating proteins (Bustelo et al., 2007). Numerous Rho GTPase have been implicated in regulation of HFSC functions; for instance, Rac1 plays roles in the maintenance of a fully functional HFSC reservoir (Benitah et al., 2005; Chrostek et al., 2006; Castilho et al., 2007; Tscharntke et al., 2007; Chai et al., 2010), RhoA mediates the proliferation and migration of HFSCs (Zhan et al., 2016; Wang et al., 2017), and Cdc42 regulates the fate of epidermal progenitor cells (Wu et al., 2006). More recently, we demonstrated that Vav2, a GEF for Rac1 and RhoA, contributes to regulate the number, responsiveness to stimuli, and functionality of HFSCs (Lorenzo-Martín et al., 2022). This regulation is associated with transcriptional programs that impinge on the proliferation, pluripotency, and quiescence of HFSCs in early postnatal periods (e.g., in 2.5-month-old mice) (Lorenzo-Martín et al., 2022). Consistent with this, we found that the expression of a constitutively active version of Vav2 (referred to hereafter as Vav2^Onc^) in a knock-in mouse model leads to increased numbers of HFSCs and more potent skin regenerative responses upon wound healing or hair depilation (Lorenzo-Martín et al., 2022). The opposite effects are observed in mice lacking Vav2 or the related Vav3 protein. Vav2^Onc^ also changes the transcriptome program of the skin cancer stem cells, including the activation of gene signatures directly associated with the undifferentiated and quiescent state of HFSCs (Lorenzo-Martín et al., 2022).

We have previously shown that the transcriptional program of HFSCs changes quite extensively from early postnatal phases to the adult period in mice (Lorenzo-Martín and Bustelo, 2020). Specifically, we have detected several age-specific gene expression waves associated with functions related to proliferation, differentiation, and aging (Lorenzo-Martín and Bustelo, 2020). These results raise several intertwined questions regarding the impact of Vav2^Onc^ on the HFSC transcriptome: does Vav2^Onc^ promote an age-independent transcriptional program based on its chronically activated state? Alternatively, does Vav2^Onc^ drive a transcriptional program that is subject to age-dependent changes, analogous to those found in normal HFSCs (Lorenzo-Martín and Bustelo, 2020)? If so, does Vav2^Onc^ only promote the amplification of the normal gene expression waves in HFSCs, or does it completely rewire them? To tackle these issues, we have now performed genome-wide expression analyses on HFSCs purified from control or Vav2^Onc^-expressing mice at six different time points of aging (ranging from 18 days to 12 months). By coupling this approach to the use of several *in silico* techniques, we obtained an in-depth overview of the age-dependent dynamics of the transcriptome of HFSCs in both genotypes.

## Materials and methods

### Ethics statement

All mouse experiments were performed according to protocols approved by the Bioethics Committee of the University of Salamanca and the animal experimentation authorities of the autonomous government of Castilla y León (Spain). No patients or patient-derived samples were used in this work.

### Animal studies

Control and *Vav2* ^Onc/Onc^ mice (Fabbiano et al., 2014; Lorenzo-Martín et al., 2020a) had a C57BL/6 J genetic background. Animals were kept in ventilated rooms in a pathogen-free facility under controlled temperature (23°C), humidity (50%) and illumination (12-hour-light/12-hour-dark cycle) conditions.

### Skin stem cell isolation

Hair follicle stem cells were isolated as previously described (Janich et al., 2011). Briefly, mouse back skin was digested in 0.25% trypsin (Thermo Fisher Scientific, cat. # 25200056) overnight at 4°C to collect the keratinocytes from the epidermis. This cell suspension was then filtered, resuspended in EMEM (Lonza, cat. # BE06-174G) supplemented with 15% fetal bovine serum (Thermo Fisher Scientific, cat. # 10500064) and incubated for 30 min on ice with biotin-conjugated antibodies to CD34 (1:50, eBioscience, cat. # 13-0341-85) followed by another 30 min incubation with APC-conjugated streptavidin (1:300, BD Biosciences, cat. # 554067) and PE-conjugated antibodies to CD49f (1:200, AbD Serotec, cat. # MCA699PE). Cells were stained with DAPI (4′,6-diamidino-2-phenylindole) (0.1 ng/μL, Sigma-Aldrich, cat. #D9542) for 5 min to exclude dead cells. Cells positive for CD34 and CD49f were isolated using a FACSAria III flow cytometer (BD Biosciences) and analyzed with the FlowJo software.

### RNA extraction and transcriptome profiling

HFSCs were lysed in RLT buffer (QIAGEN, cat. # 74004), and RNA was extracted using the QIAGEN RNeasy Micro Kit (QIAGEN, cat. # 74004) according to the manufacturer’s instructions. Purified RNA was processed as indicated elsewhere (Menacho-Marquez et al., 2013) and hybridized to Affymetrix GeneChip Mouse Gene 1.0 ST microarrays. R (version 4.1.2). Importantly, WT and *Vav2* ^Onc/Onc^ HFSCs isolation, RNA extraction and transcriptome profiling were performed in parallel. Thus, even though we have already published an in-depth analysis of WT-only HFSC data (Lorenzo-Martín and Bustelo, 2020), the latter is fully comparable with the Vav2^Onc^ dataset reported here. Perl software (version 5.26.2) was used to perform the bioinformatic analyses as previously described (Lorenzo-Martín and Bustelo, 2020). Signal intensity values were obtained from CEL files after applying the Robust Multichip Average (RMA) function from the “affy” package for background adjustment, quantile normalization and summarization (Irizarry et al., 2003).

### Establishment of gene expression patterns

Both Chi–squared and fold-change (FC) thresholds were used to distinguish probe sets with dynamic and stable behavior along the time–points interrogated, as previously reported (Toufighi et al., 2015). Briefly, for each probe set, a chi–squared test with N–1 degrees of freedom were applied as follows:

$$\begin{array}{c} \chi^{2}=\sum_{i}^{n}\frac{{\left(\bar{X_{i}}-\bar{X}\right)}^{2}}{\bar{X}}\\ =\frac{{\left(\bar{X_{0.6}}-\bar{X}\right)}^{2}}{\bar{X}}+\frac{{\left(\bar{X_{1}}-\bar{X}\right)}^{2}}{\bar{X}}+\frac{{\left(\bar{X_{2.5}}-\bar{X}\right)}^{2}}{\bar{X}}+\frac{{\left(\bar{X_{4}}-\bar{X}\right)}^{2}}{\bar{X}}+\frac{{\left(\bar{X_{6}}-\bar{X}\right)}^{2}}{\bar{X}}+\frac{{\left(\bar{X_{12}}-\bar{X}\right)}^{2}}{\bar{X}} \end{array}$$

where $\bar{X_{i}}$ is the mean expression of the gene for the triplicates for each time point *i*, $\bar{X}$ is the overall mean expression across all time points, and *n* is the number of time points. For probe sets satisfying *P* ( $\chi^{2}$ ) < 0.01, a FC ≥ 2 requirement was empirically established. Unsupervised soft clustering was performed using the Mfuzz R package (Kumar and Futschik, 2007); this was used to identify time-course expression profiles. After the expression values were standardized for Euclidian space clustering, the *mfuzz* function with a fuzzifier value of 1.25 and a ranging number of cluster centers was used to determine the optimal number of non-overlapping expression patterns. For probe set inclusion in a particular cluster, the membership value threshold was set to 0.5. The resulting expression profiles were named according to the positions of the main positive (+) and negative (−) enrichments (peaks), i.e., 0.6 = 0.6-month-old; 1 = 1-month-old: 2.5 = 2.5-month-old; 4 = 4-month-old; 6 = 6-month-old; and 12 = 12-month-old. To evaluate how Vav2^Onc^ activity affects HFSC transcriptional dynamics, the fluctuations of each dynamic probe set between the WT genotype (data from (Lorenzo-Martín and Bustelo, 2020)) and the *Vav2* ^*Onc/Onc*^ genotype (data from this study) were analyzed. Using Cytoscape software (Shannon et al., 2003), the results were represented as a network, with nodes indicating expression patterns and edges (arrows) representing how dynamic transcripts behave in the Vav2^Onc^ context as compared to the WT. Node color, color hue, and node size were set according to pattern genotype, connectivity, and size, respectively. The inner ring indicates the dynamic probe sets within the pattern that are not dynamic in the other genotype. Edge thickness positively reflects the amount of transcripts that share the same behavior. The sensitivity for edge representation was set to 10% of the WT pattern size. For visualization of expression and enrichment data in plots, a 0–1 normalization was used as follows:

$$x=\frac{x-x_{\min}}{x_{\max}-x_{\min}}$$

### Gene set annotation and enrichment analyses

Differentially expressed genes between genotypes were identified using linear models for microarray data (limma) (Ritchie et al., 2015), adjusting *p* values for multiple comparisons by applying the Benjamini–Hochberg correction method (Reiner et al., 2003). Functional annotation was performed using Metascape (Tripathi et al., 2015) for biological processes, and ToppFun (Chen et al., 2009) for molecular functions. An FDR q-value of 0.05 was set as threshold for statistical significance. Single-sample gene set enrichment analysis (ssGSEA) (Subramanian et al., 2005; Reich et al., 2006) was used to calculate the fitness of different hallmark, gene ontology, and HFSC signatures across time and genotypes. Hallmark and gene ontology signatures were obtained from the Molecular Signatures Database (Liberzon et al., 2015). The HFSC gene sets were obtained from (Lien et al., 2011). The time-course enrichment scores for these signatures were used to build the signature correlation matrix, calculated through *corrplot* (https://github.com/taiyun/corrplot). Correlations were considered statistically significant when the Pearson coefficient corresponded to *p* ≤ 0.05. Functional clusters were established when every pairwise correlation within a group of signatures was found significant.

### Weighted correlation network analyses

To find the best representatives of every gene expression pattern, the *WGCNA* R package was used (Langfelder and Horvath, 2008). Each weighted gene network was constructed from the corresponding expression matrix using the *blockwiseModules* function. The *pickSoftThreshold* function was used to select the soft thresholding power according to network topology. Consensus module detection within each expression pattern was omitted and kept to one module, as the number of clusters had been already optimized. The heatmap plot depicting the adjacency matrix was created with the *TOMplot* function. To calculate the intramodular connectivity for each gene, the whole network connectivity was computed for each expression pattern through the *intramodularConnectivity* function. Hubs were defined as the 10% most connected genes within each expression pattern. The known functional interactions among hubs were obtained through the String tool (Szklarczyk et al., 2015) and represented using Cytoscape (Shannon et al., 2003). Transcription factor classification was performed using ToppFun (Chen et al., 2009). The iRegulon software was used to determine the transcription factor binding motifs in the promoters of the co-regulated genes (Janky et al., 2014). A collection of 9713 position weight matrices (PWMs) was applied to analyze 10 kb centered around the TSS. With a maximum false discovery rate (FDR) on motif similarity below 0.001, we performed motif detection, track discovery, motif-to-factor mapping, and target detection.

### Statistics

The type of statistical tests performed, and the statistical significance, are indicated for each panel either in the figure legends or in the main text. Data normality and equality of variances were analyzed with Shapiro-Wilk and Bartlett’s tests, respectively. Parametric distributions were analyzed using Student’s t-test. Sidak’s multiple comparison test was used when comparing different sets of means. The chi-squared test was used to determine the significance of the differences between expected and observed frequencies. The Kolmogorov-Smirnov test was used to compare probability distributions. In all cases, values were considered significant when *p* ≤ 0.05. Data obtained are given as the mean ± SEM unless otherwise indicated.

## Data availability

Microarray data corresponding to WT HFSCs were obtained from the GEO database (https://www.ncbi.nlm.nih.gov/geo/) entry GSE137176 (Lorenzo-Martín and Bustelo, 2020). The Vav2^Onc^ data reported in this paper were merged with the former and deposited under the accession number GSE140152.

## Materials availability

All relevant data are available from the corresponding author upon reasonable request. A Materials Transfer Agreement could be required in the case of potential commercial applications.

## Results

### Vav2^Onc^ regulates stem cell transcriptome dynamics

To investigate the effect of the catalytic hyperactivation of Vav2 in HFSCs, we decided to monitor the time-dependent evolution of the transcriptome of HFSCs isolated from wild-type (WT) and *Vav2* ^Onc/Onc^ knock-in mice. The latter mouse strain, which has been described in previous publications from our lab (Fabbiano et al., 2014; Lorenzo-Martín et al., 2020a), expresses a Vav2 mutant protein (herein, Vav2^Onc^) that exhibits constitutive GEF activity due to the removal of the N-terminal calponin-homology (CH) and acidic (Ac) domains (Figure 1A). These two regions play critical roles in establishing the intramolecular interactions that inhibit the catalytic and most adaptor functions of Vav2 when the protein is not tyrosine-phosphorylated (Schuebel et al., 1998; Zugaza et al., 2002; Bustelo, 2014; Rodriguez-Fdez and Bustelo, 2019). Importantly, the mutant allele that encodes Vav2^Onc^ is under the control of the endogenous *Vav2* promoter, thus ensuring that the mutant protein has a tissue distribution and expression levels comparable to those found in the case of the WT counterpart as demonstrated in previous reports (Fabbiano et al., 2014; Lorenzo-Martín et al., 2020a; Rodriguez-Fdez et al., 2020). As Vav2^onc^ maintains the adaptor functions that are mediated by the C-terminal SH3–SH2–SH3 cassette of the protein (Figure 1A), the effects elicited by its expression must be catalytic-dependent. Consistent with this, we have previously shown that *Vav2* ^Onc/Onc^ mice exhibit phenotypes opposite to those found in mice expressing a catalytically impaired Vav2 protein (L332A mutant) (Lorenzo-Martín et al., 2020b; Rodriguez-Fdez et al., 2020).

**FIGURE 1:**
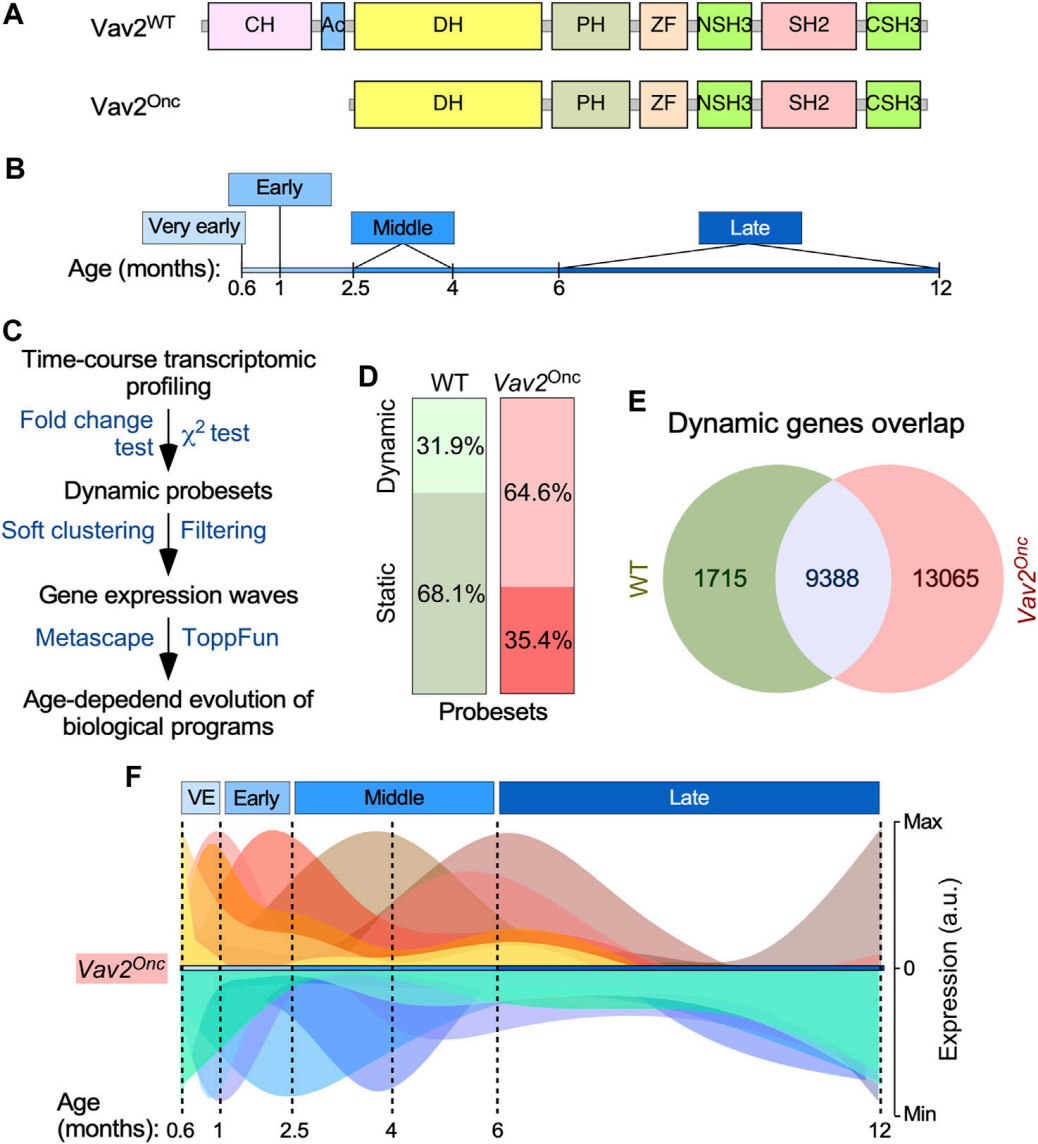
Vav2^Onc^ regulates HFSC transcriptome dynamics **(A)** Scheme of the structure of full-length Vav2 and Vav2^Onc^. Ac, acidic; CH, calponin-homology; CSH3, C-terminal Src-homology 3; DH, Dbl-homology (catalytic domain); NSH3, most N-terminal Src-homology 3; PH, pleckstrin-homology; SH2, Src-homology 2; WT, wild-type; ZF, zinc finger of the C1 subtype. **(B)** Time-windows selected to carry out the microarray analysis using samples from HFSCs. **(C)** Wet-lab and *in silico* pipeline used to identify the time-dependent transcriptome of HFSCs. **(D)** Distribution of the probe sets of the Affymetrix Mouse Gene 1.0 ST array between the dynamic and static groups of HFSCs of indicated genotypes. **(E)** Venn diagram showing the overlap in the dynamic probe sets found in the transcriptome of WT and *Vav2* ^Onc/Onc^ HFSCs. **(F)** Graphical representation of the gene expression waves found in *Vav2* ^Onc/Onc^ HFSCs. The diagram for the gene expression waves of WT HFSCs can be found in (Lorenzo-Martín and Bustelo, 2020).

We used flow cytometry to isolate HFSCs (CD34^+^ Itgα6^+^) from mice at six time points at different ages (given in months, M), with one time point each classified as very early (0.6-M; 18 days) or early (1-M), and two time points each classified as middle (2.5-M and 4-M) or late (6-M and 12-M) (Figure 1B). 

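Total RNA of the sorted HFSCs of both genotypes was measured on Affymetrix Mouse Gene 1.0 ST arrays at 6 ages between 0.6 and 12 months, with 3 arrays per genotype and age and 36 arrays in all. The deposited table gives a log2 signal per probe set, which the authors made by robust multi-array averaging with background correction, quantile normalization and summarization. It holds 34760 probe sets, of which 21640 carry exactly 1 gene symbol and stand for 19937 genes, while 1321 carry several symbols and the others none. *Cd34* and *Itga6*, which encode the surface proteins used for sorting, had mean signals of 11.88 ± 0.10 and 11.12 ± 0.16 (SD, n = 3) in WT HFSCs at 12 months, against 9.85 ± 1.53 and 9.27 ± 1.10 in *Vav2* Onc/Onc HFSCs (adjusted p = 1.4e-05 and 8.8e-07). From 0.6 to 6 months, the SD over all probe sets lay between 1.95 and 2.08 on the 30 arrays. At 12 months it lay between 1.74 and 1.97 on the WT arrays and between 1.24 and 1.59 on the *Vav2* Onc/Onc arrays. Olfactory receptor genes and others that skin does not transcribe (1327 genes) had a median signal of 4.56 to 4.78 on the 30 younger arrays, 4.73 to 5.16 on the WT arrays of 12 months and 5.19 to 5.76 on the *Vav2* Onc/Onc arrays of that age. Replicate 1 of *Vav2* Onc/Onc HFSCs at 1 month had the lowest SD and the highest median of the younger arrays, and 1259 of these genes had a higher mean in *Vav2* Onc/Onc HFSCs at that age, where the genotype difference ran against the level of a probe set (Spearman rho −0.264). The correlation of an array with the other arrays of its group was 0.985 to 0.996, 0.940 to 0.952 and 0.781 to 0.827 in these sets of arrays. Genotypes and ages were compared with limma on all 36 arrays, and each comparison was repeated without the 12-month arrays. The fit takes a shared spread per probe set over all groups. The SE of the *Cd34* difference was thus 0.35 at 6 as at 12 months, and 0.08 at 6 months without the 12-month arrays. The p-values at 12 months therefore do not measure the wider spread of the arrays of that age alone. The number of arrays limits the precision of every value, and nothing in the labels or the paper says whether the 3 arrays of a group come from separate animals, so the p-values measure only the spread between arrays, which may be technical.

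**Figure D1:**
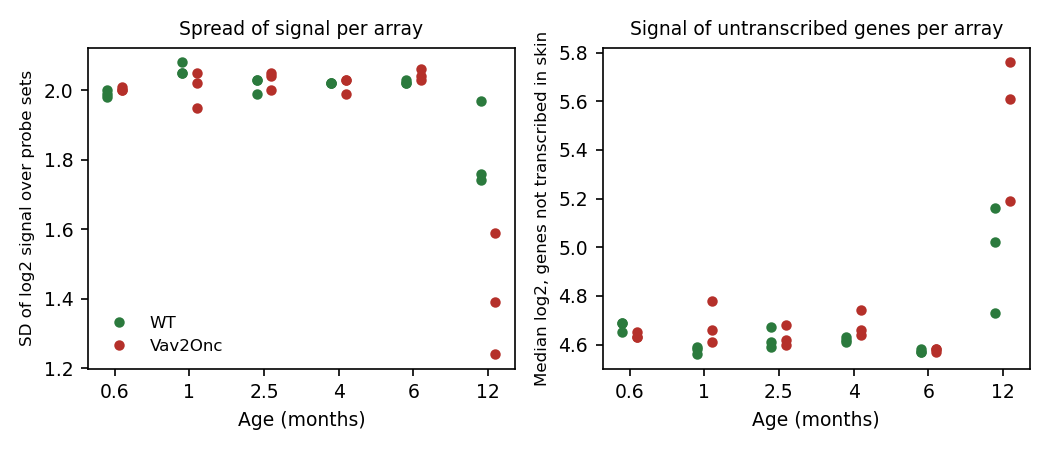
Standard deviation of the log2 signal over all probe sets (left panel) and median log2 signal of genes that skin does not transcribe (right panel) against age in months, with a point per array for WT and *Vav2* Onc/Onc HFSCs. The *Vav2* Onc/Onc arrays of 12 months have the lowest spread, 1.24 to 1.59, and the highest signal of untranscribed genes, 5.19 to 5.76.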

The 0.6-M time point corresponds to the earliest stage at which the CD34^+^ Itgα6^+^ population can be clearly identified by flow cytometry (Lorenzo-Martín and Bustelo, 2020). Importantly, WT and *Vav2* ^Onc/Onc^ HFSCs isolation and downstream processing were performed in parallel. Thus, even though we have already published an in-depth analysis of WT-only HFSC data (Lorenzo-Martín and Bustelo, 2020), the latter is fully comparable with the Vav2^Onc^ dataset reported here. In this regard, it is also relevant to note that we did not find any differences in hair cycle staging between WT and *Vav2* ^Onc/Onc^ mice (data not shown).

Genome-wide expression analyses of total RNA isolated from HFSCs were followed by computational approaches specifically designed to identify genes undergoing statistically significant expression changes in at least one of the six time points interrogated (Figure 1C). As previously described (Lorenzo-Martín and Bustelo, 2020), these analyses showed that 31.9% of all the mRNAs expressed in WT HFSCs display a dynamic behavior across time, according to both χ^2^ distribution and expression fold-change (≥2-fold) criteria (Figure 1D, left column) (Lorenzo-Martín and Bustelo, 2020). In contrast, *Vav2* ^Onc/Onc^ HFSCs exhibited a much higher percentage (64.6%) of dynamically regulated genes according to the same selection criteria (Figure 1D, right column). These include 85% of the dynamic transcriptome of WT HFSCs plus an additional subset of 13,065 probe sets that are specific for *Vav2* ^Onc/Onc^ HFSCs (Figure 1E).

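In WT HFSCs, 45 of 79 proliferation genes (targets of E2F factors) were dynamic with age, as were 20 of 58 keratinization genes, which encode proteins of the cornified envelope. *Lef1*, a transcriptional effector of Wnt signaling in the hair germ, had a mean log2 signal of 9.15 ± 0.28 (SD, n = 3) at 0.6 months and rose there by 1.65 over the mean of the other ages (adjusted p = 1.99e-08). Of the genes of cytosolic ribosomal proteins 3 of 61 were dynamic, and of those of GPCR ligand binding 32 of 344. In all, 5029 of the 34760 probe sets (14.47%) had a chi-squared p under 0.01 for the scatter of the age means and a highest age mean at least 2 times the lowest. The paper does not say how its fold change of at least 2 was computed, and with the fold taken from single arrays, chosen after seeing the values, the number was 11103 (31.94%). Limma's F-test over ages gave 13978 probe sets at an adjusted p under 0.05, but 4094 without replicate 2 and 5463 without replicate 3 of every group. When the 12-month arrays were left out, 1181 probe sets (3.4%) were dynamic.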

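In *Vav2* Onc/Onc HFSCs, 31 of 36 genes of HFSC quiescence and identity were dynamic, as were 82 of 106 mRNA splicing genes, 37 of 47 autophagy genes and 68 of 79 proliferation genes. The WT counts for quiescence, splicing and autophagy were 11, 22 and 9. *Sfrp1*, a secreted Wnt antagonist of the bulge, fell by 3.17 (log2) at 12 months from the mean of the other *Vav2* Onc/Onc ages, to 8.97 ± 1.59 (SD, n = 3; adjusted p = 4.14e-11). *Itgb6*, an integrin subunit that takes part in TGFβ activation, fell by 2.75 to 6.89 ± 0.40 (adjusted p = 1.51e-14). The dynamic probe sets numbered 18862 (54.26%), or 3.75 times the WT number, and limma's F-test gave 29329. When the 12-month arrays, whose *Vav2* Onc/Onc signal covers a narrower range, were left out, 1912 probe sets (5.5%) were dynamic, 1.62 times the WT number, and 14475 passed the F-test. Of the quiescence and splicing genes, 4 and 2 were then dynamic.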

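*Hif1a*, the transcription factor of the hypoxia response, was dynamic in *Vav2* Onc/Onc HFSCs and not in WT HFSCs. Its mean log2 signal at 12 months was 7.97 ± 1.13 (SD, n = 3) in *Vav2* Onc/Onc HFSCs and 10.02 ± 0.55 in WT HFSCs, and its course with age differed between genotypes (limma interaction, adjusted p = 0.00026). *Creb1*, which mediates transcription downstream of cAMP, had 7.73 ± 0.56 and 8.65 ± 0.60 (interaction adjusted p = 0.018) and was likewise dynamic in *Vav2* Onc/Onc HFSCs alone. At the younger ages the genotype differences lay between −0.13 and 0.28 for *Hif1a* and between −0.26 and 0.21 for *Creb1*. On all 36 arrays limma called none of these (*Creb1* at 1 month had an adjusted p of 0.011 without the 12-month arrays). At 12 months the genotype difference ran against the level of a probe set (Spearman rho −0.729). Both courses are thus not told apart from the narrower range of those arrays. Of the 5029 probe sets dynamic in WT HFSCs, 4285 (85.21%) were also dynamic in *Vav2* Onc/Onc HFSCs, where 2728.9 would be shared by chance, and 744 were not. A further 14577 were dynamic in *Vav2* Onc/Onc HFSCs only. Without the 12-month arrays, the shared probe sets numbered 850 (71.97%; 65.0 by chance) and those dynamic in *Vav2* Onc/Onc HFSCs only numbered 1062.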

We next performed soft clustering to visualize all the dynamically regulated genes that were grouped together in coherent gene expression waves (Figure 1F, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). This was coupled with the use of additional *in silico* tools to allow the identification of the biological processes (GO terms) that were associated with each of those gene expression waves. We found that the HFSCs from WT (14 waves (Lorenzo-Martín and Bustelo, 2020)) and *Vav2* ^Onc/Onc^ mice (15 waves) exhibit similar numbers of time-dependent gene expression waves (Figure 1F, Supplementary Table S1, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). These waves are deconvoluted in Figure 2 to better display the characteristics of each. In this figure, we present the waves classified according to the main time point at which the wave reaches the maximal expression peak value. 

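Of the dynamic proliferation genes, 42 of 45 in WT HFSCs and 47 of 68 in *Vav2* Onc/Onc HFSCs lay in a wave with its peak at 0.6 months. On the younger arrays alone 14 of 43 and 52 of 59 did, and the other 29 and 7 lay in waves that were lowest at 1 month. All 8 dynamic endothelial genes of WT HFSCs and 7 of 13 in *Vav2* Onc/Onc HFSCs lay in a wave with its peak at 1 month. On the younger arrays all 7 dynamic endothelial genes of WT HFSCs did, and all 7 of *Vav2* Onc/Onc HFSCs lay in late waves of higher signal. Fuzzy c-means clustering of the standardized age means with 14 centres assigned 4708 of the WT probe sets at a membership of at least 0.5, and 15 centres assigned 18152 of the *Vav2* Onc/Onc probe sets. The largest deviation of the centre was at 12 months in 4 higher and 6 lower waves of either genotype. When the 12-month arrays were left out it was at 0.6 months in 3 higher and 3 lower waves of WT HFSCs and in 3 higher and 2 lower waves of *Vav2* Onc/Onc HFSCs.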

Each wave is designated with a + or a – symbol depending on whether it contains upregulated (light red waves) or downregulated (light blue waves) genes. In addition, each wave was assigned a reference number that indicates the time point of the maximal expression peak of the wave (e.g [+6] indicates maximal upregulation of gene expression at 6 months). The reference numbers for multi-peak waves include the number of each peak, always placing the highest fold-change peak in the first position) (e.g [+1 + 2.5+6]). Finally, we have included the total number of genes and main GO terms associated with each identified wave (with the size of the letters directly related with the *p*-value of each identified GO term) (Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). We found that most of the identified waves in both genotypes have more than one gene expression peak (e.g., waves [+0.6+6] [+2.5+6] [+1+2.3+6] [–1–4], or [–4–12] found in WT HFSCs) (Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). The only exceptions to this trend are waves that distribute within the very early time points (e.g., waves [+0.6] and [+0.6+1] in both genotypes) and the late time point (wave [–12] in both genotypes) (Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). However, we also found that the waves in WT HFSCs or *Vav2* ^Onc/Onc^ HFSCs are quite different in terms of size (number of genes involved), shape (distribution in time), and encoded functions (Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). For instance, we observed that the waves in WT HFSCs contain similar gene content in the time-windows analyzed (very early phase: 3763 probe sets [34.9%]; early phase: 2455 probe sets [22%]; middle phase: 1162 probe sets [10.8%]; late phase: 3405 probe sets [31.6%]) (Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). In contrast, in the *Vav2* ^Onc/Onc^ HFSCs, about half of all the dynamically regulated genes are concentrated in the “late” time point (13425 probe sets, 59.6%), while the rest of phases exhibit much lower gene content (very early: 4061 probe sets [18%]; early: 2485 probe sets [11%]; middle: 2542 probe sets [11.3%]) (Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). 

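Among the dynamic genes of WT HFSCs, all 22 of mRNA splicing and 8 of 9 of autophagy fell into late waves of lower signal, whereas 5 of 10 T cell genes were dynamic and all 5 lay in late waves of higher signal. *Hnrnpa2b1*, an RNA-binding protein of splicing, fell by 1.59 (log2) at 12 months to 8.66 ± 0.39 (SD, n = 3; adjusted p = 6.57e-11). *Nkg7*, a gene of cytotoxic lymphocytes, rose by 2.02 to 8.85 ± 0.91 at that age (adjusted p = 7.33e-06). By the age of the largest deviation, the very early phase held 348 probe sets (7.39% of those assigned), the early phase 109 (2.32%), the middle phase 139 (2.95%) and the late phase 4112 (87.34%). On the 30 younger arrays alone, the 4 phases held 593 (52.15%), 163 (14.34%), 273 (24.01%) and 108 (9.5%).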

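In *Vav2* Onc/Onc HFSCs, 26 of the 31 dynamic genes of HFSC quiescence and identity and 35 of the 37 of autophagy lay in late waves of lower signal. *Ctsl*, a lysosomal protease, fell by 2.82 (log2) at 12 months to 7.17 ± 0.34 (SD, n = 3; adjusted p = 1.83e-15), and *Atg4a*, a protease that processes autophagy proteins, fell to 5.11 ± 0.87 (adjusted p = 1.47e-11), under the 5.52 of genes that skin does not transcribe on these arrays. The very early phase held 475 probe sets (2.62% of those assigned), the early phase 356 (1.96%), the middle phase 0 and the late phase 17321 (95.42%). Without the 12-month arrays, which in *Vav2* Onc/Onc HFSCs have the narrower range of signal, the phases held 705 (38.38%), 571 (31.08%), 295 (16.06%) and 266 (14.48%).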

The distribution of the up- and downregulated genes also changes depending on the genotype of the analyzed HFSCs. Accordingly, the ratio of upregulated *versus* downregulated probe sets at the late time point is much higher in *Vav2* ^Onc/Onc^ HFSCs (9913 vs. 3512, 2.8 ratio) than in WT HFSCs (1489 vs. 1916, 0.8 ratio). 

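Late waves of higher signal in *Vav2* Onc/Onc HFSCs held 128 of 344 genes of GPCR ligand binding, against 13 in WT HFSCs, and 46 of 148 genes of ion channel transport, against 5. Late waves of lower signal held 74 of 106 splicing genes in *Vav2* Onc/Onc HFSCs, against 22, and 25 of 61 genes of ribosomal proteins, against 1. At 12 months genes that skin does not transcribe were higher in *Vav2* Onc/Onc than in WT HFSCs by a median of 0.508. The genotype difference there ran against the level of a probe set (Spearman rho −0.729). These counts are thus not told apart from a compressed range of signal. *Ptger4*, a receptor for prostaglandin E, rose by 1.25 (log2) in WT HFSCs at 12 months to 9.74 ± 0.05 (SD, n = 3; adjusted p = 5.35e-08). The late phase of *Vav2* Onc/Onc HFSCs held 9391 probe sets of higher and 7930 of lower signal, a ratio of 1.18, and that of WT HFSCs 1461 and 2651, a ratio of 0.55. After centring each array on its more strongly expressed probe sets the ratios were 4.94 and 3.63. Without the 40% of probe sets with the lowest signal that of *Vav2* Onc/Onc HFSCs was 0.34, and without the 12-month arrays that of WT HFSCs was 2.27, and all 266 probe sets of *Vav2* Onc/Onc HFSCs were higher.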

Inversions in the ratios of up- and downregulated genes are also seen at the very early (1.2 vs. 0.62 ratios) and early (0.82 vs. 1.3) phases between *Vav2* ^Onc/Onc^ HFSCs and WT HFSCs (Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). In contrast, the ratios for genes that are mainly regulated in the middle phase are more similar (0.8 and 0.7, for *Vav2* ^Onc/Onc^ HFSCs and WT HFSCs, respectively). 

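At 0.6 months, the *Tgfb3* gene of a growth factor of the hair germ rose in both genotypes over the mean of their other ages, by 1.10 (log2) to 10.44 ± 0.29 (SD, n = 3; adjusted p = 3.11e-05) in WT HFSCs and by 1.68 to 10.83 ± 0.23 (adjusted p = 3.92e-08) in *Vav2* Onc/Onc HFSCs. *Itga4*, an integrin subunit, fell at that age in WT HFSCs by 1.16 to 5.79 ± 0.16 (adjusted p = 1.18e-06). The very early phase held 188 probe sets of higher and 160 of lower signal in WT HFSCs (ratio 1.18) and 292 and 183 in *Vav2* Onc/Onc HFSCs (ratio 1.6). The *Vav2* Onc/Onc counts were 551 and 0 without replicate 1, 518 and 0 without replicate 2, 369 and 0 with standardized linear means, 370 and 0 with 10 centres, 159 and 0 at a fold change of 3, 396 and 0 by single arrays, and 402 and 82 (ratio 4.9) without clustering. The WT ratio was 0.95 without the 12-month arrays, 0.7 without replicate 2 and 1.79 without replicate 3. It was 3.25 after centring the arrays, 2.85 at a fold change of 3, 2.31 with standardized linear means and 1.89 by the fold change alone. In the early phase, 109 WT probe sets were higher and 0 lower, whereas 143 were higher and 213 lower in *Vav2* Onc/Onc HFSCs (ratio 0.67). These WT counts were 122 and 140 without replicate 2, 0 and 0 without replicate 3 and 70 and 93 without the 12-month arrays. For *Vav2* Onc/Onc HFSCs they were 0 and 209, 0 and 241, and 0 and 267 without replicates 1, 2 and 3. The *Vav2* Onc/Onc direction was the other way with standardized linear means (158 and 0) and with probe sets of 1 symbol (108 and 0), and even without the lowest 40% of probe sets (134 and 134). All 139 WT probe sets of the middle phase were lower, but 128 were higher and 0 lower without replicate 2, none remained without replicate 3, and 61 were higher and 116 lower without clustering. No *Vav2* Onc/Onc wave had its largest deviation there, whereas 178, 159 and 190 probe sets, all lower, were in that phase without replicate 1, without replicate 3 and after centring, 291, all higher, with standardized linear means, 178 higher and 125 lower without clustering, and 201 and 94 without the 12-month arrays.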

Overall, the gene expression waves induced in Vav2^Onc^ HFSCs are more enriched in upregulated genes than those in WT HFSCs. Finally, we have observed that the wave shape differs greatly between WT and *Vav2* ^Onc/Onc^ HFSCs (Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). This feature is most conspicuous for the waves of upregulated gene expression at the middle and late time points, which mostly follow a bimodal or a single-peak pattern for WT HFSCs or *Vav2* ^Onc/Onc^ HFSCs, respectively (Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). These shape changes can be illustrated by the single peak–enriched waves of *Vav2* ^Onc/Onc^ HFSCs at [+2.5] [+4], and [+6], which are in sharp contrast to the frequently observed bimodal waves of WT HFSCs at [+1+2.5+6] [+2.5+6], and [+6+2.5] (Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). Interestingly, this disparity in wave shape is less accentuated at the very early and the late time points (see, for example, the waves [+0.6] [+0.6+1], and [–12] from WT or *Vav2* ^Onc/Onc^ HFSCs; Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). The shapes of the waves of downregulated genes are also more similar in the HFSCs of both genotypes (Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference).

**FIGURE 2:**
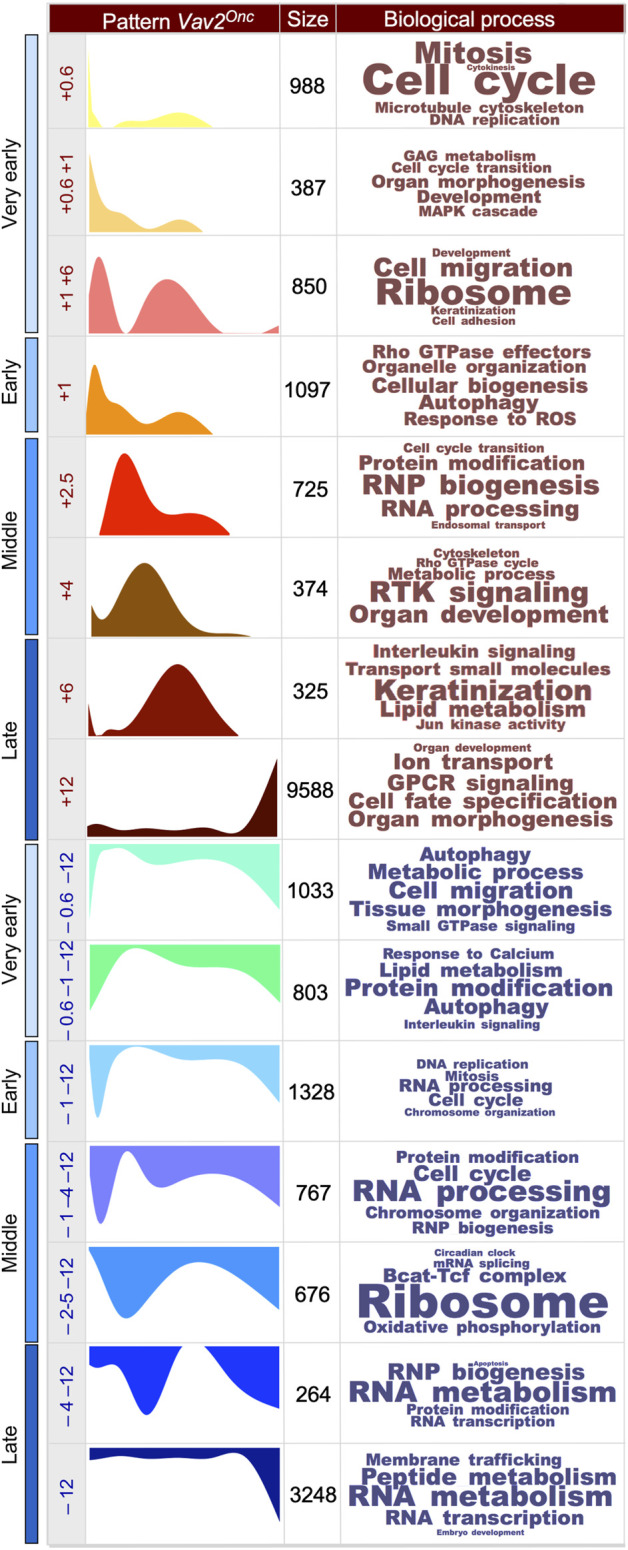
Scheme showing the expression waves found in *Vav2* ^Onc/Onc^ HFSCs. The following information is indicated from left to right: (i) the experimental time point (very early, early, middle, late) in which the indicated gene expression wave is detected; (ii) the time distribution of each wave, given in age of mouse in months (M), of 0.6 M (e.g., 18-days), 1 M, 2.5 M, 4 M, 6 M, and 12 M; (iii) a graphic representation of the indicated gene expression wave along the experimental time points used in this study; (iv) the number of probe sets associated with the indicated gene expression waves; and (v) the top-enriched biological and molecular processes (with font size proportional to the–log(*P*) obtained for each). Each wave is designated as + or − to indicate upregulated (light red waves) or downregulated (light blue waves) genes, respectively. A reference number indicating the time point at which the maximal expression peak of the wave occurs (e.g [+6] or [–12]) is given, whereby numbers for multi-peak waves indicate the highest fold-change peak in the first position (e.g [+1 + 2.5+6] shows that the highest peak was at 1 M). WT HFSCs data can be found in (Lorenzo-Martín and Bustelo, 2020).

We also observed significant differences in the functions associated with the gene expression waves in the HFSCs of each genotype. Thus, although some functional overlap is seen at specific time points (e.g., the cell growth, ribosomal biosynthesis, autophagy-related functions, and inflammatory-related functions in waves [+0.6] [+0.6+6] [+12], and [+6+2.5]) (Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference), the spectrum of wave-associated functions is highly genotype-dependent (Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). 

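At 0.6 months, all 79 proliferation genes had a higher mean in *Vav2* Onc/Onc HFSCs than in WT HFSCs, with a median log2 difference of 0.58. The list rose as a set (camera, adjusted p = 2.36e-76; adjusted p = 0.035 with an estimated correlation, and 0.459 with it when the 12-month arrays are left out), although no member passed alone and 37 passed when adjusted over the list alone. Without WT replicate 1 the median was 0.29, and the difference of *Top2a* fell from 0.97 to 0.38. *Top2a*, the topoisomerase of dividing cells, had 10.16 ± 0.34 (SD, n = 3) in *Vav2* Onc/Onc HFSCs and 9.18 ± 1.06 in WT HFSCs (adjusted p = 1). Keratinization genes were higher too (median 0.20, 42 of 58 members, adjusted p = 1.61e-23; adjusted p = 0.035 with an estimated correlation), with 1 member called, or 17 higher and 1 lower when adjusted over the list alone. The called member was *Lce1c*, of the late cornified envelope, with 9.20 ± 0.88 against 7.19 ± 0.56 (difference 2.01, SE 0.34, adjusted p = 0.014). *Gpx2*, a glutathione peroxidase, was lower, with 7.39 ± 0.11 against 8.90 ± 0.17 (difference −1.51, SE 0.20, adjusted p = 0.00069). The adjusted p of *Lce1c* was 0.285 without WT replicate 1, 0.149 without WT replicate 3, 0.293 without *Vav2* Onc/Onc replicate 2 and 0.192 without *Vav2* Onc/Onc replicate 3.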

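At 1 month, autophagy genes were lower in *Vav2* Onc/Onc HFSCs (median −0.23, 7 of 47 members above 0, adjusted p = 7.35e-06; adjusted p = 0.781 with an estimated correlation). Without *Vav2* Onc/Onc replicate 1, the array of the narrowest range at that age, the median was −0.15 (adjusted p = 0.00122). *Uvrag*, a regulator of autophagosome maturation, had 8.44 ± 0.31 (SD, n = 3) against 9.09 ± 0.06 (adjusted p = 0.22, and 0.0055 without the 12-month arrays), and *Atg14* had 7.56 ± 0.33 against 8.17 ± 0.16 (adjusted p = 0.22, and 0.0047). At 2.5 months, all 17 endothelial genes had a lower mean in *Vav2* Onc/Onc HFSCs (median −0.83, adjusted p = 2.12e-43; adjusted p = 0.00291 with an estimated correlation, and 0.251 with it when the 12-month arrays are left out). Of these, 6 were called lower, or 14 when adjusted over the list alone. *Eng*, the endoglin of endothelial cells, had 6.53 ± 0.25 against 8.65 ± 0.58 (difference −2.12, SE 0.32, adjusted p = 0.013), and *Emcn*, an endothelial mucin, had 5.73 ± 0.11 against 8.28 ± 0.42 (difference −2.54, SE 0.46, adjusted p = 0.024). *Tnfrsf21*, a death receptor, was higher, with 10.03 ± 0.15 against 8.82 ± 0.24 (difference 1.21, SE 0.20, adjusted p = 0.015). Without WT replicate 2 of that age, the adjusted p was 0.166 for *Eng* and *Tnfrsf21* and 0.258 for *Emcn*. It was 0.0933, 0.0933 and 0.117 without *Vav2* Onc/Onc replicate 1, and 0.127, 0.147 and 0.18 without *Vav2* Onc/Onc replicate 3. For *Emcn* it was also 0.0569 without WT replicate 1 and 0.0929 without *Vav2* Onc/Onc replicate 2, and for *Tnfrsf21* 0.052 without WT replicate 1.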

In a few cases, the same functions are detected at different time windows (e.g., ion transport is in wave [+2.5+6] in WT HFSCs but in wave [+12] in *Vav2* ^Onc/Onc^ HFSCs; keratinocyte differentiation is in wave [+1+2.5+6] in WT HFSCs but in wave [+6] in *Vav2* ^Onc/Onc^ HFSCs). Collectively, these results indicate that: 1) Vav2^Onc^ promotes a significant rewiring of the age-dependent transcriptional program of HFSCs in terms of total gene numbers, time distribution of the waves of differentially expressed genes, and overall functions targeted; and 2) even though Vav2^Onc^ is chronically activated in a cell stimulus-independent manner, it does not engage a fixed transcriptional program in HFSCs. This suggests that, in addition to the intrinsic catalytic activity, the impact of Vav2^Onc^ on HFSC biology is also influenced by other time-dependent intrinsic or extrinsic factors that contribute to shaping its impact on the transcriptome of HFSCs.

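Ion transport genes did not form a called set at 6 months in WT HFSCs (148 genes, adjusted p = 0.662) or at 12 months in *Vav2* Onc/Onc HFSCs, where 77 members were higher and 64 lower (adjusted p = 0.87). *Trpv4* and *Trpm7*, which encode cation channels, fell by 2.96 and fell by 2.87 (log2) in *Vav2* Onc/Onc HFSCs at 12 months, to 7.85 ± 0.80 and 6.24 ± 0.19 (SD, n = 3; adjusted p = 1.48e-15 and 2.71e-15). *Atp1b1*, a subunit of the sodium pump, rose at 6 months in *Vav2* Onc/Onc HFSCs by 1.53 to 9.81 ± 0.39 (adjusted p = 3.77e-05). Keratinization genes fell in WT HFSCs at 4 months (adjusted p = 8.07e-12; adjusted p = 0.643 with an estimated correlation), with no member called alone and 2 higher and 16 lower when adjusted over the list alone. In *Vav2* Onc/Onc HFSCs they rose at 0.6 and 6 months and fell at 2.5 months. At 6 months 19 members were higher and 1 lower (adjusted p = 7.49e-05; adjusted p = 0.315 with an estimated correlation), 26 higher and 3 lower when adjusted over the list alone. *Lce1c* rose there by 1.78 to 8.91 ± 0.07 (adjusted p = 0.000222) and *Sprr1b*, a precursor of the cornified envelope, by 1.32 to 7.35 ± 0.93 (adjusted p = 0.00213). At 2.5 months *Sprr4* fell by 1.63 to 6.66 ± 0.21 and *Sprr1a* by 1.49 to 9.11 ± 0.17 (adjusted p = 0.000383 and 0.000331; list adjusted p = 8.89e-05, and 0.403 with an estimated correlation). The rise of the list at 0.6 months in *Vav2* Onc/Onc HFSCs had an adjusted p of 1.62e-08 (0.328 with an estimated correlation) with 23 members higher, or 27 higher and 1 lower when adjusted over the list alone.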

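At 4 months, the chemokine genes *Ccl3* and *Cxcl2* were higher in *Vav2* Onc/Onc HFSCs. *Ccl3* had 7.57 ± 0.51 (SD, n = 3) against 4.97 ± 0.06 in WT HFSCs (log2 difference 2.60, SE 0.17, adjusted p = 1.1e-10), and *Cxcl2* had 6.79 ± 0.14 against 4.93 ± 0.04 (1.86, SE 0.10, adjusted p = 7.1e-13). Both WT values lie near the 4.62 of genes that skin does not transcribe on those arrays, so the size of these differences is uncertain. *Fkbp5*, a target of the glucocorticoid receptor, and *Pfkfb3*, a regulator of glycolysis, were higher by 2.59 (SE 0.26) and 2.51 (SE 0.27), with adjusted p = 1.7e-06 and 4.7e-06. *Btg2*, an antiproliferative immediate early gene, was higher by 1.91 (SE 0.33, adjusted p = 0.0018), and *Foxi3* and *Mycn*, transcription factors of the hair follicle and of growth, were lower by a difference of −1.92 (SE 0.30) and −1.55 (SE 0.25), with adjusted p = 0.00057 and 0.00069. The 22 immediate early genes, many of which respond to cell dissociation, had a median difference of 0.67 with 18 above 0 (camera, adjusted p = 1.92e-13; adjusted p = 0.807 with an estimated correlation), 3 called higher and 12 when adjusted over the list alone. At 12 months, *Id2* and *Foxp1*, transcriptional regulators of HFSC quiescence, were lower in *Vav2* Onc/Onc HFSCs, with 8.76 ± 1.15 against 10.83 ± 0.35 and 8.25 ± 1.03 against 10.11 ± 0.23 (adjusted p = 5.4e-07 and 3.2e-07). *Ncoa4*, the receptor for autophagy of ferritin, was at 4.58 ± 0.41 against 8.54 ± 1.19 (adjusted p = 6.4e-11), under the 5.52 of genes that skin does not transcribe on the *Vav2* Onc/Onc arrays. Of 36 genes of HFSC quiescence and identity, 1 was higher and 34 lower at that age (median −1.30, adjusted p = 6.87e-08; adjusted p = 0.31 with an estimated correlation). At 12 months the genotype difference ran against the level of a probe set (Spearman rho −0.729), so this fall is not told apart from the narrower range of the *Vav2* Onc/Onc arrays. The genotype difference changed with age for 16080 probe sets by limma's interaction test, and for *Ccl3*, *Id2* and *Ncoa4* its adjusted p was 2.3e-08, 0.00014 and 9.2e-08.

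**Figure D2:**
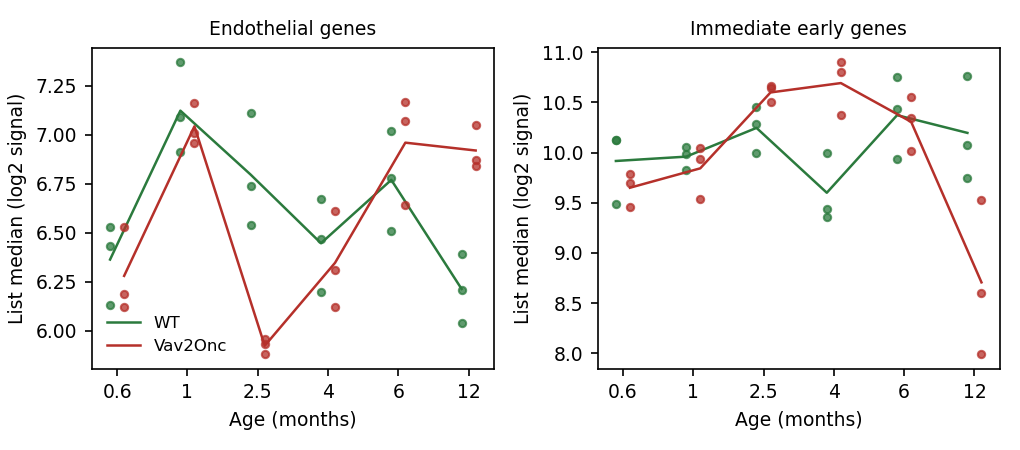
Median log2 signal of the endothelial genes and of the immediate early genes (a panel each) against age in months, with a point per array and a line through the group means of WT and *Vav2* Onc/Onc HFSCs. The endothelial genes of the *Vav2* Onc/Onc arrays lie between 5.88 and 5.96 at 2.5 months, against 6.54 to 7.11 on the WT arrays, and the immediate early genes of 4 months between 10.38 and 10.90, against 9.36 to 10.00.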

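By age, limma called 1 probe set higher and 7 lower in *Vav2* Onc/Onc HFSCs at 0.6 months, 6 and 35 at 1 month, 6 and 21 at 2.5 months, 200 and 76 at 4 months, 0 and 0 at 6 months (490 at an unadjusted p under 0.05) and 13520 and 9703 at 12 months. These 8, 41, 27, 276, 0 and 23223 probe sets became 3991, 7956, 585, 6128, 605 and 8035 with array weights, and 3, 127, 0, 2605, 1 and 19 when only the 6 arrays of an age were fitted. The 12-month count includes genes that skin does not transcribe. Of 1193 olfactory, vomeronasal and trace amine receptor genes, 871 were called higher and 4 lower (adjusted p = 2.45e-14; adjusted p = 0.31 with an estimated correlation), 878 higher when adjusted over the list alone. Averaged over the ages, *Ccl3* was higher by 0.58 (adjusted p = 2.6e-05) and *Car12*, a carbonic anhydrase, lower by a difference of −0.71 (adjusted p = 0.00015), among 1912 probe sets higher and 3038 lower. The difference of *Ccl3* was 2.6 at 4 months and changed with age, so its average does not stand for a rise at every age. Leaving out any 1 array gave 1 to 32 probe sets at 0.6 months, 0 to 111 at 1 month, 0 to 12 at 2.5 months and 108 to 193 at 4 months, and without the 12-month arrays the counts were 44, 7165, 333 and 2335, with 1 at 6 months, 171 on average and 5981 in the interaction. The averaged count was 2515 without replicate 2 and 553 without replicate 3, and the interaction 6878 without replicate 3. Centring each array on its more strongly expressed probe sets moved the median of all probe sets by 0.13 at 1 month and 0.46 at 12 months, and the share of called probe sets that were higher from 14.6 to 69.2% at 1 month, 58.2 to 77.1% at 12 months and 38.6 to 78.8% on average. From the numbers of dynamic genes, the times of the waves and the functions in them, the paper concludes that Vav2 Onc rewires the transcriptional program of HFSCs with age and engages no fixed program over time (Figures 1, 2).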

Analyzing the functions associated with the gene expression waves also shed further light on the impact of Vav2^Onc^ on HFSC biology. Thus, during the very early time point, the upregulated gene expression waves of WT HFSCs encode functions related to cell growth, IGF (insulin growth factor) and mTORC signaling, extracellular matrix interaction regulators, and several metabolic routes. This spectrum of functions is probably associated with the expansion in the numbers of HFSCs that is usually observed between postnatal days 18 and 30 in mice (Lorenzo-Martín and Bustelo, 2020). In contrast, the waves associated with downregulation events contain genes encoding proteins involved in small GTPase signaling, cell adhesion, protein modification, and autophagy. This program is substituted as the animals age by the upregulation of genes involved in catabolic (e.g., autophagy, ubiquitination), cell differentiation, cell adhesion, and inflammatory processes (Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). 

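In WT HFSCs at 0.6 months, proliferation genes rose over the mean of the other ages (median 0.64, adjusted p = 6.1e-39; adjusted p = 0.964 with an estimated correlation), with 47 of 79 members higher and none lower, 65 when adjusted over the list alone. *E2f8*, a regulator of the cell cycle, rose by 1.46 (log2) to 8.46 ± 0.62 (SD, n = 3; adjusted p = 4.91e-05). *Gli1*, an effector of hedgehog signaling, rose by 1.21 to 10.13 ± 0.49 (adjusted p = 3.68e-06) in the list of HFSC activation and hair germ, where 7 members were higher and 3 lower, or 9 and 3 when adjusted over the list alone (adjusted p = 0.000536; adjusted p = 0.964 with an estimated correlation). Of the extracellular matrix genes, *Mfap2*, of the elastic microfibrils, rose by 1.25 to 11.00 ± 0.15 (adjusted p = 0.000136) and *Fn1*, fibronectin, by 1.12 to 9.17 ± 0.14 (adjusted p = 0.000143). The matrix list of 243 genes had 17 higher and 5 lower (adjusted p = 0.0758, 0.0054 without replicate 2 and 0.049 without the 12-month arrays). *Prkag3*, a subunit of AMP-activated kinase listed under mTOR signaling, rose by 0.60 (adjusted p = 0.000125), while the mTOR list had an adjusted p of 0.836 (0.049, lower, without the 12-month arrays) and that of IGF1R signaling 0.569.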

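Genes of small GTPases and adhesion were among those lower in WT HFSCs at 0.6 months. *Rhoj*, a GTPase of the Cdc42 family, fell by 0.80 (log2) to 8.20 ± 0.03 (SD, n = 3; adjusted p = 1.35e-05), and *Arhgap44*, a GTPase-activating protein, fell by 0.80 to 8.79 ± 0.10 (adjusted p = 0.000941, and 0.0564 without replicate 2). The list of the Rho GTPase cycle, of 110 genes, had 7 members higher and 8 lower, or 10 and 14 when adjusted over the list alone (adjusted p = 0.311, and 0.049 without the 12-month arrays). Integrin genes had no member higher and 2 lower (adjusted p = 0.569), and cell junction genes 1 and 1 (adjusted p = 0.303). Autophagy genes fell as a set (adjusted p = 0.0441; adjusted p = 0.964 with an estimated correlation) with 5 members lower, among them *Atg4c*, a protease of the autophagy pathway, which fell by 0.49 to 5.98 ± 0.09 (adjusted p = 0.0079). The autophagy set had an adjusted p of 0.226 without replicate 1, 0.0696 without replicate 2 and 5.12e-05 without the 12-month arrays. For *Atg4c* the values without replicates 1, 2 and 3 were 0.0652, 0.165 and 0.0526.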

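Autophagy genes rose in WT HFSCs at 1 month (adjusted p = 1.8e-07; adjusted p = 0.648 with an estimated correlation), with 8 members higher and none lower, 12 when adjusted over the list alone. *Wipi1*, a protein of the nascent autophagosome, rose by 0.86 (log2) to 8.31 ± 0.16 (SD, n = 3; adjusted p = 0.000747). At 12 months, where the WT arrays too have a narrower range (mean SD 1.823) and a higher signal of genes that skin does not transcribe (4.97), the list fell, with 2 members higher and 23 lower (adjusted p = 0.000145; adjusted p = 0.548 with an estimated correlation), and ubiquitination genes had 4 higher and 27 lower (adjusted p = 3.02e-05; adjusted p = 0.548 with an estimated correlation). *Atg3*, the E2-like enzyme of autophagy, was at 7.79 ± 0.96 at 12 months and fell by 1.53 from the mean of the other ages (adjusted p = 8.08e-07). All 10 T cell genes were higher at 12 months (median 1.12, adjusted p = 7.79e-06; adjusted p = 0.12 with an estimated correlation). *Il2rb*, the shared receptor chain of interleukins of T cells, rose by 1.69 to 7.37 ± 0.24 (adjusted p = 1.34e-11), and *Cd3e*, of the T cell receptor complex, by 1.52 to 9.22 ± 0.41 (adjusted p = 1.09e-05). Interleukin signaling genes had 21 members higher and 31 lower at 12 months, or 23 and 32 when adjusted over the list alone (adjusted p = 0.251). Keratinization genes rose at 6 months (adjusted p = 0.00291; adjusted p = 0.883 with an estimated correlation, 0.0563 without replicate 1 and 0.0671 without replicate 2).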

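Genes of the TCA cycle rose in WT HFSCs at 4 months (adjusted p = 0.000276; adjusted p = 0.718 with an estimated correlation) and fell at 12 months, with a median of −0.37 and 9 members lower, 10 when adjusted over the list alone (adjusted p = 0.00143; adjusted p = 0.548 with an estimated correlation), and *Sucla2*, a subunit of succinyl-CoA synthetase, fell there by 1.13 (log2) to 7.40 ± 0.27 (SD, n = 3; adjusted p = 4.3e-09). Cholesterol biosynthesis genes rose at 4 months (adjusted p = 0.00014; adjusted p = 0.718 with an estimated correlation) and gave an adjusted p of 0.77 at 12 months. *Ggps1*, which makes geranylgeranyl diphosphate, fell at 12 months by 1.38 to 7.28 ± 0.46 (adjusted p = 9.66e-10). Proliferation genes had 8 members higher and 9 lower at 12 months, or 3 and 7 when adjusted over the list alone (adjusted p = 0.586, and 0.0304 without replicate 1), and genes of ribosomal proteins 11 higher and 15 lower (adjusted p = 0.208). Of the latter, *Rpl23a* rose by 0.96 to 11.93 ± 0.12 and *Rplp2* fell by 0.82 to 6.92 ± 0.28 (adjusted p = 2.84e-05 and 2.63e-06). EGFR signaling genes, an example of RTK signaling, had 40 members higher and 35 lower (adjusted p = 0.754).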

In parallel, we observed downmodulation of genes linked to cell cycle regulation, receptor tyrosine kinase (RTK) signaling, ribogenesis, and metabolic programs (TCA cycle, sterol, and small molecule biosynthesis) (Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). This pattern can be linked to the post-mitotic telogen phase of the skin (which takes place in approx. 2.5-month-old mice) and with the subsequent acquisition of aging features by HFSCs at later stages of the time-course analyzed in this study (Doles et al., 2012; Lorenzo-Martín and Bustelo, 2020). A comprehensive description of the time-dependent evolution of all these functions can be found elsewhere (Lorenzo-Martín and Bustelo, 2020). 

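At 0.6 months, proliferation genes of *Vav2* Onc/Onc HFSCs rose over the mean of their other ages by a median of 1.25 (log2), with 76 of 79 members higher and none lower, 78 when adjusted over the list alone (adjusted p = 5.05e-71; adjusted p = 0.0774 with an estimated correlation). *Top2a* rose by 2.58 (adjusted p = 3.78e-06), *Kif11*, a motor of the mitotic spindle, by 2.34 to 9.68 ± 0.29 (SD, n = 3; adjusted p = 6.59e-06) and *Plk1*, a mitotic kinase, by 2.39 to 10.38 ± 0.45 (adjusted p = 5.78e-06). In WT HFSCs of that age, *Plk1* rose by 1.43 to 9.47 ± 0.89 (adjusted p = 0.00489, 0.158 without replicate 2 and 0.235 without replicate 3). *Racgap1* and *Ect2*, a GTPase-activating protein and an exchange factor of Rho GTPases in cytokinesis, rose in *Vav2* Onc/Onc HFSCs by 1.87 and 1.60 (adjusted p = 5.46e-06 and 3.33e-05), in a list of Rho GTPase effectors with 71 members higher and 4 lower, or 88 and 7 when adjusted over the list alone (adjusted p = 4.79e-21; adjusted p = 0.0774 with an estimated correlation). Myc target genes rose as well (adjusted p = 1.6e-08; adjusted p = 0.558 with an estimated correlation, and 0.129 without the 12-month arrays). Between genotypes, the difference of *Plk1* was 0.91 and that of *Kif11* 1.11 (adjusted p = 1 for both), or 0.39 and 0.43 without WT replicate 1.

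**Figure D3:**
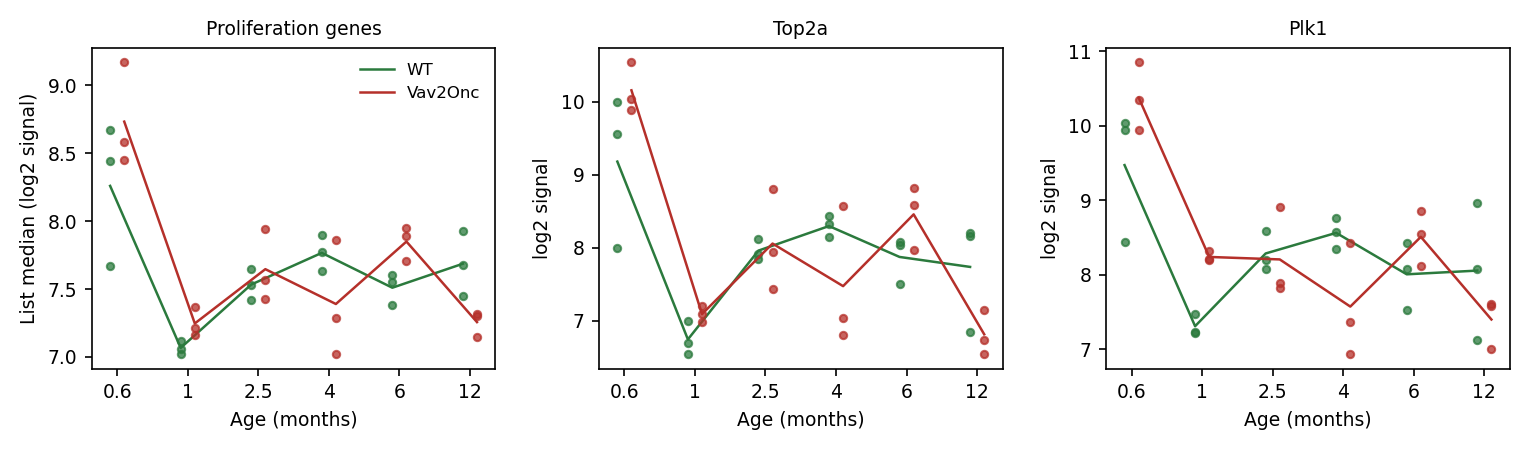
Median log2 signal of the proliferation genes and log2 signal of *Top2a* and *Plk1* (a panel each) against age in months, with a point per array and a line through the group means of WT and *Vav2* Onc/Onc HFSCs. At 0.6 months *Plk1* has a mean of 10.38 in *Vav2* Onc/Onc HFSCs and 9.47 in WT HFSCs.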

In the case of Vav2^Onc^ HFSCs, we find similar, significantly amplified functional features related to cell growth upregulation at the very early time point (Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). In contrast, the downregulation of cell growth-related genes that takes place at the early time point is less acute in these cells than in the controls (Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). 

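At 1 month, proliferation genes fell in both genotypes. In WT HFSCs the median was −0.56, with 1 of 79 members higher and 40 lower, 52 when adjusted over the list alone (adjusted p = 5.65e-23; adjusted p = 0.648 with an estimated correlation). In *Vav2* Onc/Onc HFSCs the median was −0.50, with 1 higher and 27 lower, 40 when adjusted over the list alone (adjusted p = 6.79e-18, and 0.551 with an estimated correlation). Without the 12-month arrays the *Vav2* Onc/Onc median was −0.61 with 54 lower, which is not comparable with the WT median on all arrays. *Ccnb2*, a mitotic cyclin, had 7.44 ± 0.26 (SD, n = 3) in WT HFSCs and 8.37 ± 0.12 in *Vav2* Onc/Onc HFSCs at this age (adjusted p = 0.31), and *Bub1*, a kinase of the spindle checkpoint, fell in *Vav2* Onc/Onc HFSCs by 1.08 (log2) to 5.25 ± 0.13 (adjusted p = 0.0166, 0.117 without replicate 2 and 0.219 without replicate 3). The test of the difference between genotypes at 1 month gave a median of 0.21 for the list with 61 members above 0 (adjusted p = 0.024; adjusted p = 0.906 with an estimated correlation). That p was 0.2 without the 12-month arrays, 0.0559 after centring the arrays, 0.0632 without WT replicate 1, 0.0789 without WT replicate 3 and 0.171 without *Vav2* Onc/Onc replicate 2.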

At later time points, the upregulated waves of Vav2^Onc^-expressing HFSCs include a large variety of functions not seen in the WT counterparts, such as signaling pathways for MAPK [+0.6+1], RTK [+2.5+6], Rho GTPase [+2.5+6], Jun-N-terminal (JNK) [+6+2.5], G-coupled protein receptors (GPCR) [+12], and ribonucleoprotein (RNP) biogenesis [+1+2.5+6] (Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). This indicates that, from a signaling, metabolic, and developmental perspective, the *Vav2* ^Onc/Onc^ HFSCs fluctuate between functional states during the time-courses analyzed, and that these fluctuations are quite different from those found in WT HFSCs except at the very early time point. 

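At 2.5 months, genes of the Rho GTPase cycle rose in *Vav2* Onc/Onc HFSCs, with 38 members higher and 9 lower, or 44 and 14 when adjusted over the list alone (adjusted p = 0.00996; adjusted p = 0.403 with an estimated correlation), and in WT HFSCs, with no member called alone and 5 when adjusted over the list alone (adjusted p = 0.00263; adjusted p = 0.696 with an estimated correlation). *Rhoq*, a GTPase of insulin-stimulated trafficking, rose in *Vav2* Onc/Onc HFSCs by 0.94 (log2) to 8.40 ± 0.21 (SD, n = 3; adjusted p = 1.5e-06) and *Tiam2*, an exchange factor for Rac, by 0.80 to 8.27 ± 0.29 (adjusted p = 0.00221). EGFR signaling genes rose in *Vav2* Onc/Onc HFSCs (49 higher, 16 lower, adjusted p = 0.01; adjusted p = 0.403 with an estimated correlation), with *Pik3ca*, the catalytic subunit of phosphoinositide 3-kinase, up by 0.76 to 10.18 ± 0.05 (adjusted p = 9.65e-05) and *Fgf1* by 0.91 to 10.38 ± 0.09 (adjusted p = 9.21e-05). In WT HFSCs this list gave an adjusted p of 0.126 (0.0453 without replicate 1). Genes of GPCR ligand binding rose at 12 months in *Vav2* Onc/Onc HFSCs (median 0.73, 269 higher, 32 lower, adjusted p = 3.93e-08; adjusted p = 0.291 with an estimated correlation) and in WT HFSCs (median 0.29, 183 higher, 20 lower, adjusted p = 2.62e-06; adjusted p = 0.548 with an estimated correlation). Olfactory, vomeronasal and trace amine receptor genes, which skin does not transcribe, had medians of 0.82 and 0.32 in the same contrasts. When the 12-month arrays were left out, the *Vav2* Onc/Onc lists of the Rho GTPase cycle and of EGFR signaling gave an adjusted p of 0.132 and 0.133.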

The functions associated with the waves of gene downregulation are also quite different between WT and *Vav2* ^Onc/Onc^ HFSCs (Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). 

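Genes of mRNA splicing and of ribosomal proteins fell in *Vav2* Onc/Onc HFSCs at 12 months. *Sf3b1*, a component of the spliceosome, fell by 2.96 (log2) from the mean of the other ages to 7.76 ± 0.86 (SD, n = 3; adjusted p = 4.41e-15), and *Rpl21*, of the large ribosomal subunit, by 3.67 to 7.42 ± 1.62 (adjusted p = 8.13e-12). Of 106 splicing genes 8 were higher and 92 lower (median −1.43, adjusted p = 9.92e-12; adjusted p = 0.291 with an estimated correlation), and of 61 genes of ribosomal proteins 7 and 44 (median −0.86, adjusted p = 7.96e-05; adjusted p = 0.444 with an estimated correlation). At 4 months both lists were higher than at the other ages (adjusted p = 0.0016 and 0.0136; adjusted p = 0.628 and 0.674 with an estimated correlation, and 0.0599 for the ribosomal list without replicate 3), as they were at 6 months (adjusted p = 1.92e-10 and 1.08e-07; adjusted p = 0.315 and 0.321 with an estimated correlation). At 2.5 months splicing genes were higher (adjusted p = 2.96e-07; adjusted p = 0.403 with an estimated correlation), and the ribosomal list gave an adjusted p of 0.417. *Rps19*, of the small subunit, rose by 0.52 at 4 months to 11.37 ± 0.04 (adjusted p = 0.00806, and 0.0901 without replicate 2), and *Rps4l* fell by 0.59 to 7.72 ± 0.11 (adjusted p = 0.000392). Between genotypes at 12 months, the splicing list had 6 higher and 82 lower and the ribosomal list 4 and 49 (adjusted p = 8.1e-10 and 3.51e-06; adjusted p = 0.31 and 0.367 with an estimated correlation), on the arrays with the narrower range of signal. Against the other ages of *Vav2* Onc/Onc HFSCs on the 30 younger arrays alone, the ribosomal list was lower at 2.5 months (adjusted p = 0.00776, 14 members lower; adjusted p = 0.759 with an estimated correlation) and the splicing list lower at 4 months (adjusted p = 0.000132, 24 lower; adjusted p = 0.873 with an estimated correlation), while at 2.5 months the splicing list gave 0.0828 and at 4 months the ribosomal list 0.95.

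**Figure D4:**
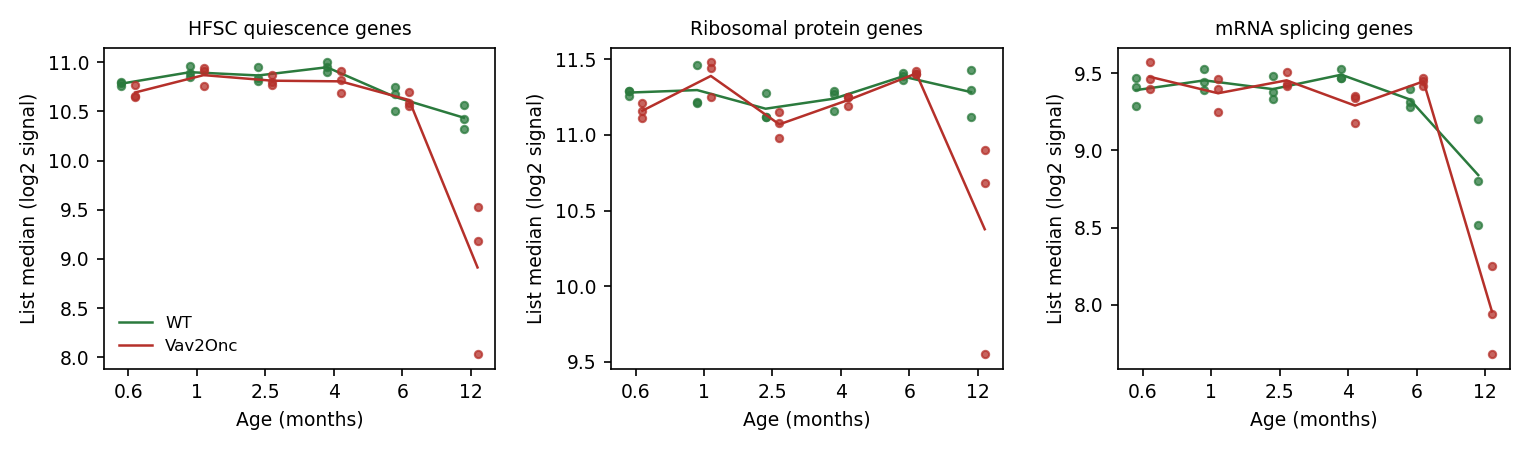
Median log2 signal of the gene lists of HFSC quiescence and identity, cytosolic ribosomal proteins and mRNA splicing (a panel each) against age in months, with a point per array and a line through the group means of WT and *Vav2* Onc/Onc HFSCs. On the *Vav2* Onc/Onc arrays of 12 months the ribosomal median lies between 9.55 and 10.90 and the quiescence median between 8.03 and 9.53.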

The most conspicuous functional change is the downmodulation of RNA- and ribosomal-related functions in *Vav2* ^Onc/Onc^ HFSCs starting at the middle time points (Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). Thus, these data indicate that Vav2^Onc^ induces a large rewiring of the gene expression waves at the level of total gene numbers, time-dependent distribution of the waves, and functions involved. They also suggest that *Vav2* ^Onc^ favors the stepwise engagement of different HFSC functional states that are not usually seen in WT HFSCs at most time points.

### Vav2^Onc^ reshapes the time-dependent expression waves present in skin stem cells

Based on the extensive transcriptomal rewiring observed in the foregoing experiments, we decided to build a network map to better visualize the changes in wave localization of the age-regulated genes in the case of WT and *Vav2* ^Onc/Onc^ HFSCs. In this map, the gene expression waves found in WT and *Vav2* ^Onc/Onc^ HFSCs are depicted as green and red circles, respectively (Figure 3). In both cases, the size and darkness of the color of each wave are proportional to the total number of dynamically regulated probe sets of each wave and to the level of changes in gene probe localization seen between the WT and *Vav2* ^Onc/Onc^ conditions, respectively (Figure 3). The change in position of gene probes is further highlighted by the thickness of the arrows connecting the indicated WT and *Vav2* ^Onc/Onc^ HFSC waves (Figure 3). Finally, the circles also include information on the percentage of genes that are shared with waves of the opposite genotype (white peripheral areas) or of those that are just seen in the waves of a single genotype (gray peripheral areas) (Figure 3). Importantly, we also include the reference numbers assigned to the waves in Figure 2 to facilitate their identification in Figure 3.

**FIGURE 3:**
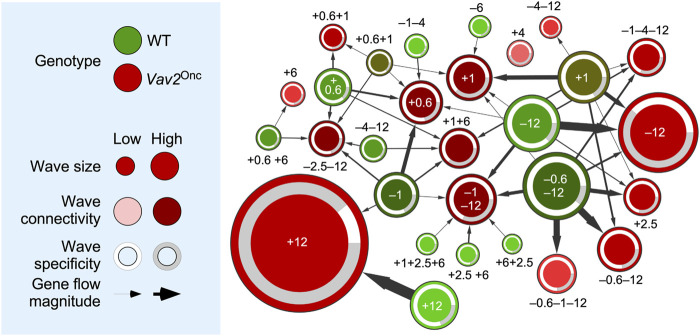
Vav2^Onc^ reshapes the gene expression waves found in HFSCs. *Left*, summary of the parameters used in the network shown on the right. *Right*, dynamic flow network showing the relationship between WT (green) and *Vav2* ^Onc/Onc^ (red) gene expression waves (nodes). Each expression wave is identified by the position (0.6-to-12 months old) and orientation (upregulated [+] or downregulated [–]) of its main peak(s) indicated in Figure 2. Wave size (number of probe sets), connectivity (number of interacting clusters in terms of probe set sharing), specificity (number of probe sets that are not dynamic in the other genotype), and flow magnitude (number of probe sets that are shared between two clusters) are indicated.

These analyses revealed extensive repositioning of transcripts between the WT and *Vav2* ^Onc/Onc^ HFSC waves. This phenomenon is quite significant for the *Vav2* ^Onc/Onc^ waves at: 1) [+0.6], which also contains transcripts present in the WT waves [–1], [+0.6], [+0.6+1], [–1–4] and [+1]; 2) [+1], with transcripts present in the WT waves [+1], [+0.6+1], [–6], and [–12]; 3) [+1+6], with transcripts present in the WT waves [+0.6], [–1], [–1–4] [–12], and [–1–12]; and 4) [–1–12], with transcripts present in the WT waves [+1+2.5+6], [+2.5 +6], [+6+2.5], [–0.6–12], [–1], and [–12] (Figure 3). 

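Among the proliferation genes, the lower waves of the late phase held 3 members in WT HFSCs and 16 in *Vav2* Onc/Onc HFSCs, and among the keratinization genes the higher waves of the very early phase held 0 and 10, or 2 and 5 on the younger arrays alone, where the higher waves of the late phase held 17 in *Vav2* Onc/Onc HFSCs. Of 3792 probe sets assigned to a wave in both genotypes, 3405 (89.79%) lay in the same phase and 387 (10.21%) in another, and 3303 (87.1%) had the same age and sign of their largest deviation. From the WT very early phase, 73 probe sets (23.25%) lay in the *Vav2* Onc/Onc late phase. From the early phase 26 (37.14%) lay there, and from the middle phase 71 (67.62%). In the other direction, 77 WT late probe sets lay in the *Vav2* Onc/Onc very early phase and 89 in the early phase. Without the 12-month arrays, 790 probe sets were assigned in both genotypes and 46.58% lay in the same phase.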

The *Vav2* ^Onc/Onc^ waves that were less affected with this reshuffling in the position of dynamically regulated genes include those at: 1) [+6], [–0.6–1–12], and [–4–12], whereby changes in position affected just one wave of each genotype; and 2) [+0.6+1] and [–0.6–12], whereby changes in position involved two waves (Figure 3). The *Vav2* ^Onc/Onc^ wave [+4] is the only one that does not exhibit any gene originally with respect to the WT waves (Figure 3). This wave is mainly composed of genes associated with RTK signaling, Rho GTPase signaling and functions, organ development, and metabolism (Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). Conversely, the WT waves [–0.6–12] and [+1] contained more genes that changed position in the *Vav2* ^Onc/Onc^ waves (with seven and six inter-wave changes in localization, respectively) (Figure 3). On the other hand, the WT waves with lower levels of gene changes include [+1+2.5+6] [+2.5+6] [+6+2.5] [–6] [–1–4], and [–12] (with a single inter-wave change in localization for each), although some content changes involved substantial numbers of transcripts (e.g., WT wave [+12]) (Figure 3). These changes in wave localization are not unidirectional, as subsets of mRNAs belonging to a specific WT wave can be found in different *Vav2* ^Onc/Onc^ HFSC waves (Figure 3). For example, the transcripts present in the WT wave [–1] are found in five different *Vav2* ^Onc/Onc^ waves ([+0.6], [+1+6], [+12], [–2.5–12], and [–1–12]) (Figure 3).

Importantly, the genes involved in this transcriptional rewiring might not necessarily keep the same expression pattern in the two genotypes (e.g., genes in the upregulated WT waves [+1+2.6+6] [+2.5+ 6] and [+6+2.5] are found in the downregulated *Vav2* ^Onc/Onc^ HFSC wave [–1–12], while genes in the downregulated WT HFSC wave [–6] are found in the upregulated *Vav2* ^Onc/Onc^ wave [+1]) (Figure 3). In other cases, different gene subsets of the same WT wave display the same and the opposite regulation in the *Vav2* ^Onc/Onc^ waves (e.g., genes in the WT wave [+1] that become located in *Vav2* ^Onc/Onc^ waves [+1], [+2.5], [+1+6], [–0.6–12], [–4–12], [–1–4–12] and [–12]) (Figure 3). We have also found that this rewiring is highly dependent on the time-window involved. Thus, most of the *Vav2* ^Onc/Onc^ waves that are distributed between the very early and middle time points contain genes that are also dynamically regulated under normal physiological conditions in WT HFSCs (Figure 3, see white areas in the peripheral band of each wave). In contrast, at the late time point, the *Vav2* ^Onc/Onc^ waves become enriched in genes that are not found dynamically regulated in the WT waves (Figure 3, see grey areas in the peripheral band of each wave). 

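The late waves of *Vav2* Onc/Onc HFSCs took up genes with little dynamic behavior in WT HFSCs. All 8 dynamic retina genes, of 18 that serve as a control list, lay in late waves of higher signal in *Vav2* Onc/Onc HFSCs and none was dynamic in WT HFSCs, and of 11 interfollicular basal keratinocyte genes 4 lay in late waves of lower signal, against none. *Smad5*, a mediator of BMP signaling, lay in a late lower wave in *Vav2* Onc/Onc HFSCs, with 7.64 ± 0.64 (log2, SD, n = 3) at 12 months, and was not dynamic in WT HFSCs, with 9.11 ± 0.42 (interaction adjusted p = 5.1e-05). It was called between genotypes at 12 months alone, on the arrays with the narrower range of signal. Of the 17321 probe sets of the late phase, 13821 (79.79%) were not dynamic in WT HFSCs. When the 12-month arrays were left out the share was 52.26% of 266 probe sets.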

In fact, we estimated that ≈60% of all the dynamically regulated genes found in *Vav2* ^Onc/Onc^ HFSCs are non-dynamic in the case of WT HFSCs at this time point (e.g., see *Vav2* ^Onc/Onc^ HFSC waves [+12] and [–12]) (Figure 3). These data suggest that Vav2^Onc^ first promotes an extensive rewiring of the transcriptional program of HFSCs and, subsequently, the emergence of transcriptional programs that are mostly Vav2^Onc^-dependent. This is associated with a total change in type and/or temporal distribution of biological processes in Vav2^Onc^-expressing HFSCs.

### Vav2^Onc^ promotes the synchronization of pathway-associated gene signatures

We have previously shown that the time-dependent evolution of the transcriptome of WT HFSCs is associated with specific patterns of co-regulation of genes signatures that are linked to well-defined hallmarks and HFSC-related biological and signaling processes (Lorenzo-Martín and Bustelo, 2020). This led us to: **i)** investigate the impact of chronic Vav2^Onc^ signaling on the regulatory pattern of such gene signatures; and **ii)** focus on more specific functions rather than on those usually associated with the very generic GO terms used to classify the expression waves in Figure 2. To this end, we utilized the transcriptomal data obtained from WT and *Vav2* ^Onc/Onc^ HFSCs to carry out two concatenated *in silico* steps. First, we performed co-expression analyses to identify patterns of co-regulation of the gene elements of each interrogated gene signature throughout all time points used in our study (Lien et al., 2011; Liberzon et al., 2015) (Figure 4A, top). In these analyses, we can expect different types of distributions based on the obtained correlation coefficients *r*): Type 1, distributions with *r* centered around r ∼ 0, which indicates that the elements a gene signature do not follow stable coexpression trends; type 2 and 3, distributions skewed towards *r* > 0 (type 2) or *r* < 0 (type 3), indicating that a significant fraction of the genes is transcriptionally coregulated in one direction (positive or negative correlation); and, Type 4, bimodal distributions with *r* values both above and below 0, which indicate that subsets of genes of the same signature follow opposite expression patterns. The co-regulation of all gene elements of a given signature can be plotted using co-expression matrices, such as those shown in Figure 4B. Finally, we used single-sample gene set enrichment analyses (ssGSEA) for all the interrogated signatures and built co-expression matrices to pick up clusters of co-regulated or anti-regulated gene signatures in the transcriptome of WT and *Vav2* ^Onc/Onc^ HFSCs (Figure 4A, bottom).

**FIGURE 4:**
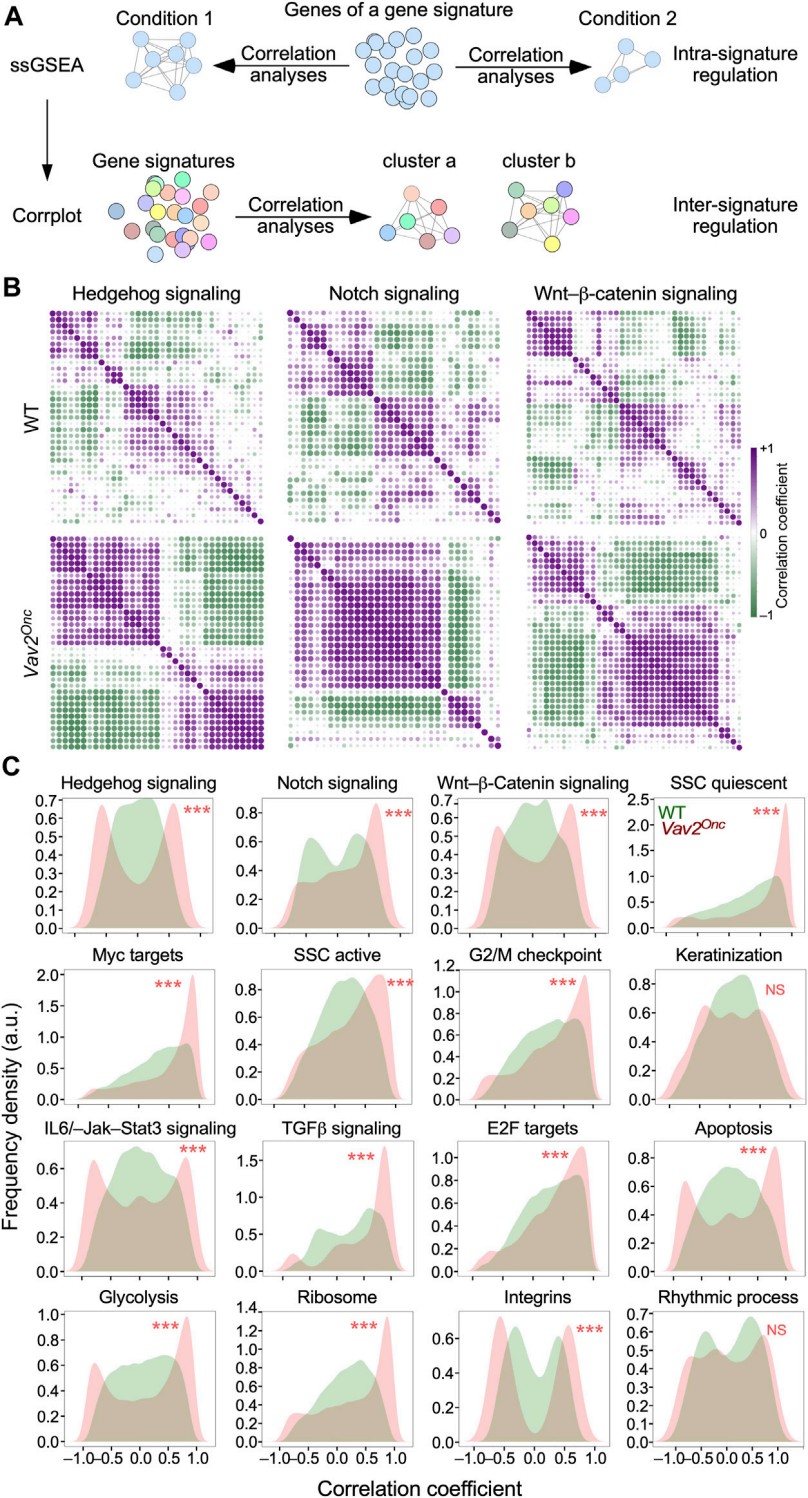
Vav2^Onc^ promotes the synchronization of pathway-associated gene signatures **(A)** Scheme of the *in silico* analyses performed to identify intra-signature (top) and inter-signature (bottom) coregulatory events in the transcriptome of HFSCs. See main text for further details. **(B)** Co-expression matrices of the transcripts integrating the indicated gene signatures in WT (top) and *Vav2* ^Onc/Onc^ (bottom) HFSCs. The *r* value of a given pair of gene signature elements is shown as a purple or a green dot if the two genes are co-regulated (*r* > 0) or anti-regulated (*r* < 0), respectively. Dot size and color gradient reflects the magnitude of the Pearson correlation coefficient (*r*). **(C)** Density plots showing the distribution of *r* values in the coexpression matrices of indicated gene signatures in WT (green) and *Vav2* ^Onc/Onc^ (red) HFSCs. ***, *p* < 0.001 (Kolmogorov-Smirnov test). NS, not significant.

In the first step, we found that the elements (single genes) of most interrogated gene signatures follow a type 1 distribution (*r* ≈ 0) (Figure 4B, upper panel; Figure 4C, green graphs) and, to a lesser extent, type 4 bimodal patterns (Figure 4C, green graphs) in WT HFSCs. 

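In WT HFSCs, the mean absolute Pearson r over gene pairs across the 18 arrays was 0.332 for hedgehog signaling genes, 0.47 for integrin genes and 0.394 for Wnt signaling genes. Proliferation genes had 0.672 and genes of HFSC quiescence and identity 0.491, the highest values of the 16 lists in WT HFSCs, followed by TGFβ signaling at 0.488. G2/M, glycolysis and Myc target genes had 0.406, 0.392 and 0.437. Circadian genes, of the rhythmic processes, had 0.39 and keratinization genes 0.372.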

Examples of each of those distributions include the hedgehog and integrin gene signatures, respectively (Figure 4C, green graphs). In contrast, for *Vav2* ^Onc/Onc^ HFSCs, we observed a massive increase in the overall degree of co-regulation and/or anti-regulation of the elements of most gene signatures (Figure 4B, lower panels). This is due to the enhancement of either the co-regulation or anti-regulation previously seen in the time-dependent transcriptome of WT HFSCs (Figure 4B, compare the upper and lower levels). Due to this, the co-expression patterns found in *Vav2* ^Onc/Onc^ HFSCs show in most cases a stronger polarization towards the type 2 (r > 0) and type 4 (r ≈ ±1) distributions (Figure 4C, red graphs). Examples of each of those distributions are the elements of the epidermal stem cell quiescent signature and the hedgehog signaling signature, respectively (Figure 4C, red graphs). This is a general phenomenon, as it is observed in 14 of the 16 gene signatures interrogated in these analyses (Figure 4C, red graphs). 

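Of 16 lists, 15 had a higher mean absolute r in *Vav2* Onc/Onc HFSCs than in WT HFSCs. These lists stand in for the paper's signatures, whose distributions of r the paper compared by a Kolmogorov-Smirnov test. Genes of HFSC quiescence and identity went to 0.807, TGFβ signaling genes to 0.723, hedgehog genes to 0.509 and integrin genes to 0.669. The list that was not higher was proliferation, at 0.670 (p = 0.981 by a two-sided permutation test that swaps the genotypes of arrays within each age). No list passed the correction over the 16 lists with 100000 permutations. The permutation p was 0.0241 for integrin genes and 0.03 for circadian genes (adjusted p = 0.124 for both), and 0.0955 for the quiescence genes. On the 30 younger arrays alone, 10 of 16 lists were higher, with 0.379 in *Vav2* Onc/Onc HFSCs against 0.385 in WT HFSCs for the quiescence genes, 0.324 against 0.331 for hedgehog genes and 0.311 against 0.362 for Wnt signaling genes.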

The only exceptions to this trend are the gene signatures linked to keratinization and rhythmic processes (Figure 4C, red graphs). These data indicate that the expression of Vav2^Onc^ increases the synchronization of gene expression of most functional gene signatures interrogated in this study.

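Keratinization genes had a mean absolute r of 0.445 in *Vav2* Onc/Onc HFSCs (p = 0.115, adjusted p = 0.131 by the permutation test), and circadian genes had 0.587. After centring the arrays, keratinization genes had 0.472 in WT HFSCs and 0.456 in *Vav2* Onc/Onc HFSCs (permutation p = 0.806). Ribosomal protein genes had 0.405 in WT HFSCs and 0.631 in *Vav2* Onc/Onc HFSCs (permutation p = 0.129, adjusted p = 0.138). Without the 12-month arrays, the WT and *Vav2* Onc/Onc values were 0.363 and 0.431 for keratinization genes, 0.442 and 0.503 for circadian genes and 0.347 and 0.435 for integrin genes.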

Strikingly, using ssGSEA (Figure 4A, bottom panel), we observed that Vav2^Onc^ also favors a very strong synchronization of the expression of several independent gene signatures (Figures 5A, B). 

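Scores of 52 gene lists, among them proliferation, keratinization, splicing and Wnt signaling, were computed per array by single-sample GSEA and correlated in 1326 pairs over the 18 arrays of each genotype. In WT HFSCs 613 pairs were correlated at a p of at most 0.05, of which 361 had a positive and 252 a negative r. In *Vav2* Onc/Onc HFSCs 783 were, of which 571 were positive and 212 negative. Of these, 378 pairs were correlated in both genotypes and 342 had the same sign. The mean absolute r was 0.442 in WT HFSCs and 0.543 in *Vav2* Onc/Onc HFSCs (permutation p = 0.153, two-sided). The pairs numbered 402 and 486 without the 12-month arrays, with a mean absolute r of 0.376 and 0.403 and a permutation p of 0.776. Without replicate 2 the WT pairs numbered 403. By Spearman correlation the pairs numbered 407 in WT HFSCs and 427 in *Vav2* Onc/Onc HFSCs (mean absolute r 0.35 and 0.366), and on the 6 age means 285 and 550.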

Consistent with this, the 10 inter-gene signature clusters previously described in WT HFSCs (Lorenzo-Martín and Bustelo, 2020) become consolidated into just 3 clusters and a large macrocluster in *Vav*2^Onc/Onc^ HFSCs (Figures 5A, B). As in our previous analyses (Figure 3), we observed an extensive reshuffling of the interrogated gene signatures from specific clusters of WT HFSCs to the new clusters found in *Vav2* ^Onc/Onc^ HFSCs (Figure 5A, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). In fact, there is only one cluster of co-regulated gene signatures that is identical in the HFSCs of both genotypes (namely, clusters c_WT_ and b_Onc_; Figure 5, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). This cluster harbors co-regulated gene signatures associated with epidermal development, epidermal cell differentiation, and keratinization (Figure 5B). In addition to this extensive reshuffling, we have also found very limited cases of either loss or gain of new co-regulated gene signatures in the clusters found in *Vav*2^Onc/Onc^ HFSCs. Those include the loss of the Wnt–β-catenin and TNFα–NFκB signaling gene signatures (Figure 5B, see (Lorenzo-Martín and Bustelo, 2020) for WT reference) and the *de novo* incorporation of a protein translation-associated gene signature to the cluster designated as c_Onc_ in *Vav*2^Onc/Onc^ HFSCs (Figure 5B, red font).

**FIGURE 5:**
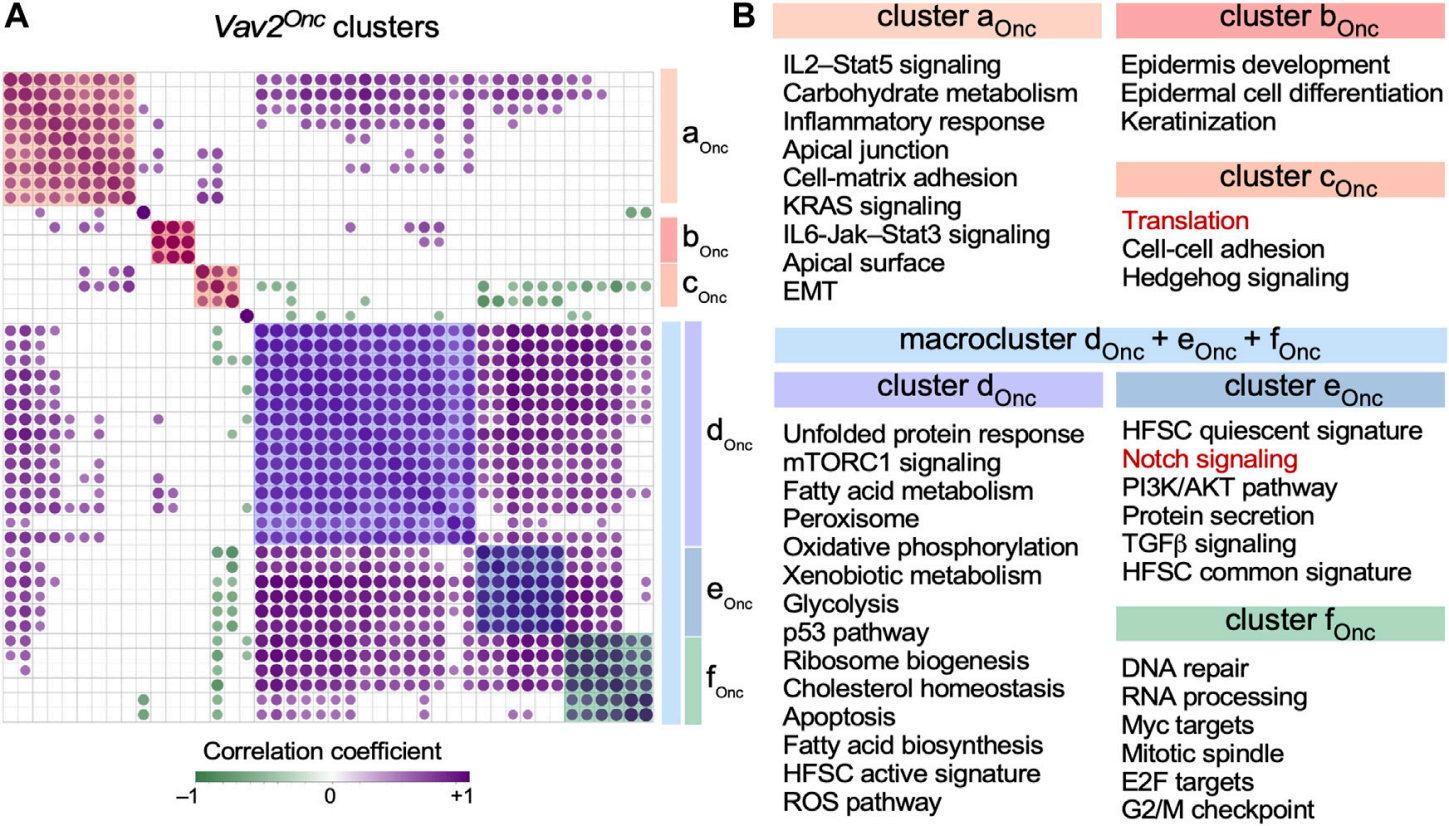
Vav2^Onc^ promotes synchronization of multiple gene signatures in HFSCs **(A)** Co-expression matrix showing the correlation across time among the enrichment scores of the gene expression signatures shown in **(B)** in *Vav2* ^Onc/Onc^ HFSCs. Only correlations with *p* ≤ 0.05 have been considered as statistically significant. Positive and negative correlations are shown in purple and green, respectively. Dot size and color gradient reflects the magnitude of the r value obtained for each indicated pair. Pathway clusters are indicated with color shades. The co-expression matrix for the WT HFSC gene signatures can be found in (Lorenzo-Martín and Bustelo, 2020). **(B)** Gene signatures co-regulated in the same clusters in *Vav2* ^Onc/Onc^ HFSCs. Red indicates gene signatures that are not conserved in the clusters of the opposite genotype HFSCs.

### Vav2^Onc^ rewires the transcription factor landscape in skin stem cells

We assumed that the extensive age-dependent transcriptional rewiring observed in *Vav2* ^Onc/Onc^ HFSCs had to be associated with changes in the normal transcription factor landscape of skin stem cells. To investigate this, we next performed weighted correlation network analyses (WGCNA) to calculate hierarchical co-expression relationships among all the genes identified in the expression waves found in both WT and mutant HFSCs. This approach entailed the calculation of the adjacency and the intramodular connectivity for all the wave gene components (Figure 6A, see (Lorenzo-Martín and Bustelo, 2020) for WT reference), two parameters that are highly related to the Eigengene-based cluster membership score of each transcript. To further increase the stringency of these analyses, we defined hubs as only the 10% of the top-connected nodes in each age period-specific gene expression wave (Figure 6A, right panels). We found that only 26.5% of the transcriptomal hubs are conserved between WT and *Vav2* ^Onc/Onc^ HFSCs, which is consistent with the extensive transcriptomal rewiring observed in Figures 2–4. This reduced overlap is seen at the very early (23.9% of shared hub elements), early (17.7% of shared hub elements), middle (29.7% of shared hub elements), and late (6.65% of shared hub elements) experimental time points (Figure 6B, blue colors). 

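*Elk4*, an ETS factor that acts with the serum response factor, and *Lhx4*, a LIM homeobox factor, were hubs of *Vav2* Onc/Onc waves and dynamic in *Vav2* Onc/Onc HFSCs alone. Their mean log2 signals at 12 months were 8.16 ± 0.36 and 8.05 ± 0.21 (SD, n = 3) in *Vav2* Onc/Onc HFSCs and 9.30 ± 0.33 and 7.24 ± 0.37 in WT HFSCs (interaction adjusted p = 4.2e-05 and 0.00032). Neither was called between genotypes at a younger age, so both courses are not told apart from the narrower range of the 12-month *Vav2* Onc/Onc arrays. Hubs were the top 10% of a wave by the sum of |r| to the power 6, and 87 of 1822 *Vav2* Onc/Onc hubs (4.77%) were among the 475 WT hubs. A draw from all probe sets would share 24.9. Hubs can come only from dynamic probe sets, however, and 453 of the WT hubs were dynamic in *Vav2* Onc/Onc HFSCs, so more would be shared by chance. In the very early phase 13 of 49 were shared (26.53%), in the early phase 7 of 37 (18.92%) and in the late phase 65 of 1736 (3.74%), and no *Vav2* Onc/Onc wave was of the middle phase. The share over all phases was 13.54% without the 12-month arrays and 2.73% without replicate 2. Without replicate 2 no very early hub was shared, and no early hub was without replicate 1 or 2. Without replicate 3 WT HFSCs had no early hub, so none could be shared. On the 30 younger arrays alone the very early, early and late shares were 14.86%, 0 and 0.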

The very low level of overlap in the hub elements between WT and *Vav2* ^Onc/Onc^ HFSCs seen in the late time-window is consistent with the increase of Vav2^Onc^-specific transcriptional programs previously observed in our *in silico* analyses (Figure 2; Figure 3). These findings indicate that the overall transcriptional rewiring induced by Vav2^Onc^ in HFSCs is accompanied by a parallel reshaping of the overall transcriptomal hub landscape.

**FIGURE 6:**
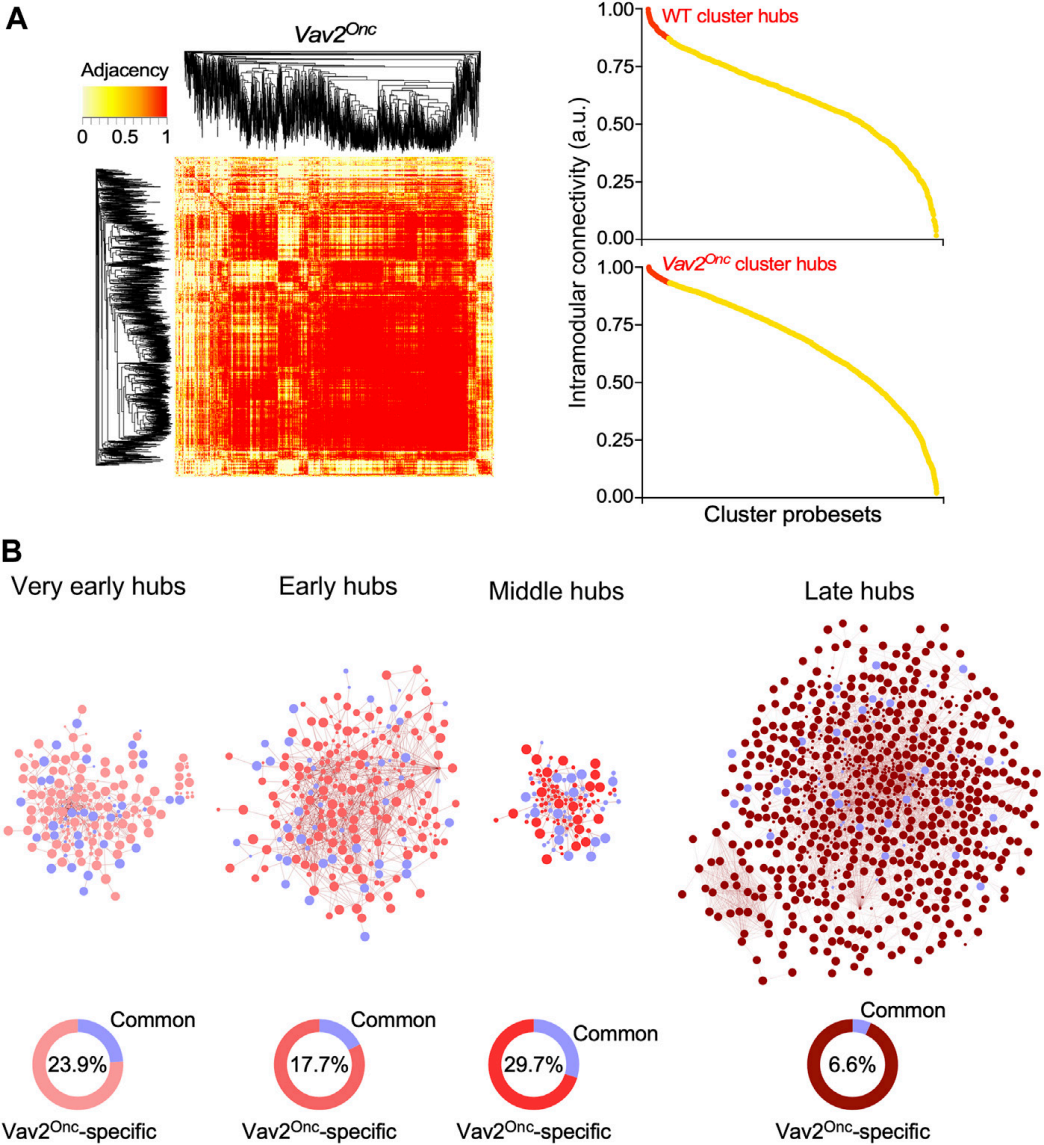
Vav2^Onc^ promotes new transcriptomal hubs in HFSCs **(A)** *Left*, representative example of the adjacency heatmaps computed for each expression pattern applying the WGCNA algorithm to the *Vav2* ^Onc/Onc^ HFSC transcriptome (see (Lorenzo-Martín and Bustelo, 2020) for WT reference). Red areas indicate the presence of probe sets that are highly connected transcriptionally. Probe set clustering according to adjacency is depicted on the sides of the heatmap. *Right*, representative examples of dot plots showing the intramodular connectivity score for each of the probe sets belonging the coexpression clusters analyzed in the right panel. Transcriptional hubs (highlighted in red) are defined as the 10% most interconnected probe sets. **(B)** *Top*, transcriptomal hubs found in *Vav2* ^Onc/Onc^ HFSCs at the indicated experimental time points. The hubs shared with WT are shown in blue color. *Bottom*, percentage of hubs that are specific to *Vav2* ^Onc/Onc^ HFSCs (red) or common to both *Vav2* ^Onc/Onc^ and WT HFSCs (blue) (blue). The percentage of hubs shared by HFSCs of both genotypes is given inside each graph.

We hypothesized that the transcription factors responsible for the Vav2^Onc^-mediated transcriptomal rewiring had to be contained within the hubs described above. In line with this idea, we found that the landscape of transcription factors acting as hubs was very different between WT and *Vav2* ^Onc/Onc^ HFSCs (Figure 7A). 

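Of the transcription factors that the paper lists as *Vav2* Onc/Onc hubs, 130 are measured by a probe set with 1 symbol. *Stat4*, a mediator of interleukin signaling, had 5.72 ± 0.18 (log2, SD, n = 3) in *Vav2* Onc/Onc HFSCs and 5.06 ± 0.19 in WT HFSCs at 12 months, near the 5.52 and 4.97 of genes that skin does not transcribe, so that its place in a wave of higher signal is not told apart from their shift. *Stat3*, which is active in HFSC activation, had 9.12 ± 0.65 against 10.61 ± 0.35 at that age (interaction adjusted p = 0.00017). It was called between genotypes at 12 months alone, on the arrays with the narrower range of signal. Of the 130 factors, 128 (98.5%) were dynamic in *Vav2* Onc/Onc HFSCs and 53 (40.8%) were hubs of the waves. Of the 63 WT hub factors of the paper, 38 (60.3%) were dynamic in WT HFSCs and 10 (15.9%) were hubs. With the fold taken from single arrays, chosen after seeing the values, 129 and 53 of the *Vav2* Onc/Onc factors and 59 and 21 of the WT factors were. The paper chose these factors as hubs of dynamic waves on these same arrays, so high shares follow from that choice and test nothing. Of all probe sets, 54.26% were dynamic in *Vav2* Onc/Onc HFSCs and 14.47% in WT HFSCs, and hubs were 10% of a wave by definition.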

In WT HFSCs, they include members of the zinc finger C2H2, HOX-like, and E2F families (Figure 7B, Supplementary Table S2). In contrast, in *Vav2* ^Onc/Onc^ HFSCs, they encompass specific members of the basic helix-loop-helix, Forkhead box, Gata, nuclear hormone receptor, Tcf, Ets, Nkl, Hox-like, Stat, and pluripotency-associated families (Figure 7B, Supplementary Table S2). We reasoned that if these transcription factors mediate the Vav2^Onc^-induced transcriptomic remodeling, they had to target many of genes present in the Vav2^Onc^-driven expression waves. Consistent with this idea, we found that most of the dynamically regulated genes in *Vav2* ^Onc/Onc^ HFSCs (Figure 2) harbor site(s) for these transcription factors (Figures 7B, C; Supplementary Table S2). This is Vav2^Onc^-specific, since these sites are not enriched in the case of the dynamically regulated genes in WT HFSCs (Supplementary Table S2). Indeed, our microarray data indicate that Vav2^Onc^ transcriptionally regulates the activity of a large fraction (55%) of these transcription factors (Figure 7D, left panel). 

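At 12 months, 56 of the 130 factors were higher and 72 lower in *Vav2* Onc/Onc HFSCs than in WT HFSCs. On these arrays the range of the *Vav2* Onc/Onc signal is narrower, the genotype difference ran against the level of a probe set (Spearman rho −0.729) and genes that skin does not transcribe were higher by a median of 0.508, so that the directions are not told apart from this compression. *Elk4* was lower, with a log2 difference of −1.14 (SE 0.13, adjusted p = 6.5e-08), *Smad5* too (−1.47, SE 0.18, adjusted p = 1.3e-07), and *Hif1a* by a difference of −2.05 (SE 0.29, adjusted p = 1.1e-06). *Lhx4* was higher by 0.80 (SE 0.12, adjusted p = 3.8e-06). Over the 6 ages, 128 factors (98.46%) differed at least once by limma, all but 5 of them at 12 months alone, and 12 did when only the 6 arrays of an age were fitted. Of all genes measured, 72.53% did so, and of the paper's 63 WT hub factors 36 (57.14%). Without the 12-month arrays 69 of 130 factors (53.08%) differed, 56 of them at 1 month, 2 at 2.5 months and 21 at 4 months. On all 36 arrays, 78 factors (60%) differed with a change of at least 2-fold. At 1 month the genotype difference also ran against the level (rho −0.264).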

Importantly, ssGSEA analyses indicate that these Vav2^Onc^-driven transcription factors show high expression levels in quiescent HFSCs and become strongly downmodulated upon SCC activation and differentiation (Figure 7E, top panel). As a control, performing these analyses using equally sized random collections of transcription factors shows no significant enrichments (Figure 7E, bottom panel).

**FIGURE 7:**
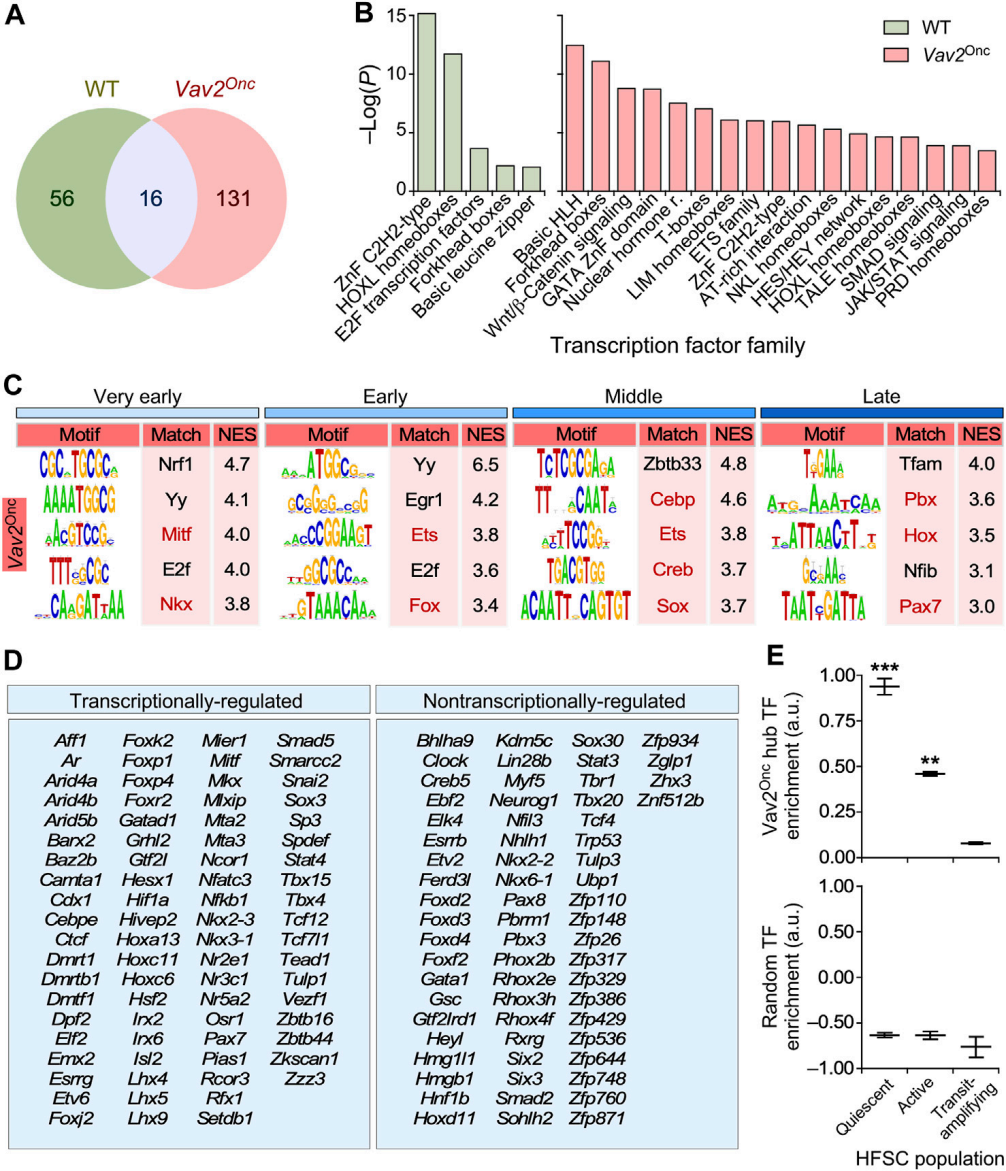
Vav2^Onc^ rewires the transcription factor (TF) landscape in HFSCs **(A)** Venn diagram showing the overlap in TF identify in the transcriptomal hubs of WT or *Vav2* ^Onc/Onc^ HFSCs. **(B)** Main TF families enriched in the WT or Vav2^Onc^ collections of TF hubs. For all, *p* ≤ 0.05 (Fisher’s exact test). **(C)** Main enriched TF binding sites in the promoters of time-regulated genes from *Vav2* ^Onc/Onc^ HFSCs (see (Lorenzo-Martín and Bustelo, 2020) for WT reference). Red indicates sites for which the TF is in a Vav2-regulated transcriptional hub. Normalized enrichment scores (NES) are indicated. For all, *p* ≤ 0.05 (iRegulon Wilcoxon rank-sum paired test). **(D)** List of TFs found in the transcriptomal hubs of *Vav2* ^Onc/Onc^ HFSCs. TFs that are differentially expressed at any time point as compared to WT HFSCs are labeled as “transcriptionally-regulated” (left column). **(E)** Plots showing the enrichment of the Vav2^Onc^ hub TFs (top) and of an equally sized random collection of TFs (bottom) in the indicated epidermal cell populations. **, *p* < 0.01; ***, *p* < 0.001 against TAC population (Student’s t-test). Data represent median, minimum, and maximum values. TAC, transit-amplifying cell.

## Discussion

Given their stemness condition, it could be inferred that HFSCs have to remain in a “platonic-like”, stable functional state throughout the life of an organism unless they are required for regenerative responses. However, we have recently shown that approximately one-third of the transcriptome of mouse HFSCs undergoes quite significant age-dependent variations under normal tissue homeostatic conditions. This is associated with well-defined age-dependent gene expression and functional waves (Lorenzo-Martín and Bustelo, 2020). Likewise, an independent study has demonstrated extensive changes in the transcriptome of adult (18-month-old) HFSCs (Doles et al., 2012). It is likely that these transcriptome changes are dependent on internal HFSC clocks as well as on external signals from the surrounding cells of the HFSC bulge niche. In addition to the time dimension, the functional features of HFSC are also highly influenced by the activation state of specific signal transduction proteins. Thus, we have shown in a recent study that interfering with the catalytic function of Vav2, using either a gain-of-function or a loss-of-function approach leads to extensive changes in the numbers, regenerative capacity, and the overall transcriptome of HFSCs isolated from 2.5-month-old mice. Such changes are connected to increasing proliferation while maintaining the biological programs linked to HFSC pluripotency (Lorenzo-Martín et al., 2022). However, given that these analyses have been carried out at a single age time point (Lorenzo-Martín et al., 2022), it is still unclear how Vav2 signaling influences the functional state of HFSCs throughout the lifespan of the animals. Here, we have now approached this issue by examining the effect of constitutive Vav2^Onc^ signaling in the transcriptome of HFSCs isolated from six independent age points in mice.

Our data indicate that the constitutive signaling of Vav2^Onc^ has a very profound impact on the overall transcriptome of HFSCs. Thus, we observed much higher numbers of age-regulated genes in *Vav2* ^Onc/Onc^ HFSCs (64.6%) than in WT HFSCs (31.9%) (Figure 1D). Many of these genes represent *de novo* regulatory events that are not found in the age-dependent transcriptome of WT HFSCs (Figure 1E). Perhaps more importantly, we have found a few interesting features of this Vav2^Onc^-regulated transcriptome. 

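The *Vav2* transcript (probe set 10481210) had group means between 7.06 and 7.38 (log2) in WT HFSCs and between 6.70 and 7.09 in *Vav2* Onc/Onc HFSCs. It was dynamic in neither genotype, and limma's F-test over ages gave an adjusted p of 0.61 in WT HFSCs and 0.17 in *Vav2* Onc/Onc HFSCs (0.011 in *Vav2* Onc/Onc HFSCs without the 12-month arrays). The genotype difference was −0.50 at 0.6 months, −0.37 at 1 month, −0.16 at 2.5 months, −0.48 at 4 months, −0.46 at 6 months and −0.31 at 12 months, none called (adjusted p = 1, 0.33, 1, 0.27, 1 and 0.10; with array weights 4 ages were), and its interaction with age had an adjusted p of 0.75. When the 12-month arrays were left out the differences at 0.6, 1 and 4 months had adjusted p = 0.036, 0.016 and 0.0038, those at 2.5 and 6 months 0.59 and 0.16, and that averaged over the ages was −0.39 (adjusted p = 5.7e-05). The mutant protein lacks the N-terminal CH and Ac domains. Whether probes of this set lie in the sequence of that part was not checked, so a lower signal may not mean less transcript.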

On the one hand, and despite the constitutively catalytic activity exhibited by Vav2^Onc^ and the constant expression of its transcript in the time points analyzed in the present study (Supplementary Table S1), we have found that the Vav2^Onc^-regulated transcriptome is still organized in age-dependent waves of gene expression rather than being fixed over time (Figure 1F; Figure 2). On the other hand, we observed that Vav2^onc^ elicits an extensive rewiring of the gene expression waves that are normally observed in HFSCs (Lorenzo-Martín and Bustelo, 2020). This rewiring involves: 1) the age-dependent expression of genes not found in HFSCs (Figure 2; Figure 3); 2) extensive changes in the time-dependent wave position of genes as compared to WT HFSCs (Figure 3); 3) in some cases, changes in the expression pattern of the dynamically regulated genes (e.g., changing from up-to downregulation) (Figure 3); 4) an increased level of co- or anti-regulation of genes belonging to gene signatures associated with hallmark biological processes and HFSC-related states (Figure 4); and 5) a further synchronization in the co- or anti-regulation of independent functional gene signatures in few co-regulated clusters (Figure 5). As a result of this extensive rewiring, very different age-dependent functional states can be recognized in the Vav2^Onc/Onc^ HFSCs as compared to the WT counterparts (Figure 2, see (Lorenzo-Martín and Bustelo, 2020) for WT reference). In general, these states are associated with larger proliferative responses in the very early postnatal phase and more active and enriched signaling/metabolic programs in the subsequent time points analyzed. It is expected therefore that, as is the case of 2.5-month-old mice (Lorenzo-Martín et al., 2022), the HFSCs from older *Vav2* ^Onc/Onc^ mice would have an increased regenerative potential as compared to that of control mice.

It is difficult to decipher the master transcriptional regulators that underlie this extensive transcriptome rewiring using wet-lab approaches. To shed light on this issue, we used *in silico* approaches based on the identification of transcriptional hubs in the Vav2^Onc^-regulated gene expression program and, subsequently, the search for binding sites for those transcriptional hubs in the promoter regions of Vav2^Onc^-regulated genes. Using this approach, we have found that Vav2^Onc^ promotes an extensive rewiring and amplification of the age-dependent transcription factor landscape present in HFSCs (Figure 7). This landscape includes transcription factors of the Cebp, Creb, Ets, Fox, Hox, and Sox families, many of which have been previously linked to the regulation of HFSC identity and homeostasis (Zhan et al., 2009; Lien et al., 2011). Interestingly, these Vav2^Onc^-engaged transcriptional hubs are specifically enriched in quiescent and to a lesser extent active HFSCs, but not in subsequent epidermal cell differentiation stages. In addition to transcriptome hubs whose expression is specifically regulated in *Vav2* ^Onc/Onc^ HFSCs, we have found other hubs that do not undergo statistically significant changes in expression between *Vav2* ^Onc/Onc^ and WT HFSCs (Figure 7D). This suggests that a significant part of the Vav2^Onc^-regulated transcription factor landscape could be regulated by posttranscriptional mechanisms. Future studies using wet-lab approaches will be needed to further validate this potential Vav2^Onc^-regulated transcription factor landscape.

Another important issue that remains unsolved is the most proximal signaling elements that work downstream of Vav2^Onc^ in this process. In terms of the potential GTPase substrates of Vav2^Onc^ involved, we have previously shown that endogenous Vav2^Onc^ triggers the stimulation of Rac1 and, to a lower extent RhoA in primary keratinocytes. By contrast, it cannot stimulate Cdc42 in the same cell system (Lorenzo-Martín et al., 2020a). In agreement with these observations, we could demonstrate using organotypic 3D models that the epithelial hyperplasia induced by Vav2^Onc^-expressing primary keratinocytes is Rac1–Pak1-and RhoA–Rock-dependent (Lorenzo-Martín et al., 2020a). Using an alternative experimental system, we have also demonstrated before that the defective signaling, proliferation, and carcinogen-induced tumorigenesis found in primary *Vav2* ^−/−^;*Vav3* ^−/−^ keratinocytes were connected to reduced activation levels of Rac1 (Menacho-Marquez et al., 2013). All these data suggest that the roles of Vav2 proteins in HFSCs must be Rac1-dependent and, probably, RhoA-dependent as well. As discussed before in the case of Vav2^Onc^, we also consider as highly unlikely that the age-dependent modulation of the Vav2^Onc^-regulated transcriptome would be just the consequence of changes in the expression levels of the transcripts of these two GTPases. Consistent with this idea, we have found that the expression levels of *Rac1* and *Rhoa* mRNAs remain unchanged, with the single exception of wave −12 (in which they are partially downregulated), in most of the time points analyzed in this study (Supplementary Table S1). 

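*Rac1* (probe set 10535471) had a mean log2 signal of 10.86 ± 0.88 (SD, n = 3) in *Vav2* Onc/Onc HFSCs and 11.65 ± 0.17 in WT HFSCs at 12 months (difference −0.78, SE 0.21, adjusted p = 0.0019), and the adjusted p was 0.86 or more at the other ages. *Rhoa* (probe set 10515493) had 11.42 ± 0.45 and 12.25 ± 0.21 at 12 months (difference −0.83, SE 0.13, adjusted p = 5.5e-06). Over ages, the F-test gave an adjusted p of 0.87 in WT HFSCs and 0.00037 in *Vav2* Onc/Onc HFSCs for *Rac1*, and 0.0039 and 2.5e-09 for *Rhoa*. *Rac1* was dynamic in neither genotype, while *Rhoa* lay in the *Vav2* Onc/Onc wave lower at 12 months and was not dynamic in WT HFSCs. Centring each array on its more strongly expressed probe sets ended the call of *Rac1*, as did array weights, and neither *Rac1* nor *Rhoa* was called when only the 6 arrays of an age were fitted. In the fit without the 12-month arrays *Rhoa* differed at 1 and 4 months (adjusted p = 0.014 and 0.028). Another *Rhoa* probe set (10588893) had a difference of −1.15 at 12 months (SE 0.21, adjusted p = 3.2e-05). Its F-test over ages in WT HFSCs gave an adjusted p of 0.11. Without the 12-month arrays its adjusted p from limma was 0.048 at 1 month and 0.082 at 4 months.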

We cannot rule out at this moment, however, that Vav2^Onc^ and/or the downstream GTPases could undergo cyclic changes at either the translational or posttranslational level that could explain some of the expression waves observed. Likewise, it can be also possible that adaptors functions mediated by the C-terminal Vav2 SH3–SH2–SH3 region (Figure 1A) could contribute in parallel to such functions. Further work will be required to address all these important mechanistic issues.

Data from our previous study (Lorenzo-Martín et al., 2022) and the present work suggest that Vav2^Onc^ will promote increased numbers of HFSCs endowed with more basal regenerative potential for longer periods of time in mice. However, they also give a warning sign, since it is foreseeable that this potentially beneficial feature could represent a problem when oncogenic mutations arise in those cells. In fact, we have previously demonstrated that Vav2^Onc^ promotes the generation of a protumorigenic, hyperplastic niche in the skin that can facilitate tumor formation upon the emergence of genetic lesions in the keratinocyte cell layer of the skin (Lorenzo-Martín et al., 2020a). On the brighter side, it is possible to envision that the Vav2^Onc^-associated transcriptome of HFSCs will have specific Achilles’ heels that can be targeted to hamper the fitness of cancer HFSCs. Such an avenue has been, in fact, demonstrated in the case of more differentiated epithelial components of the skin (Lorenzo-Martín et al., 2020a; Lorenzo-Martín et al., 2020c).

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO under accessions GSE140152. Publicly available datasets were also analysed and can be found at NCBI GEO under GSE137176.

How the deposited data were processed for this re-analysis (not part of the article)

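HFSCs were sorted as CD34+ Itgα6+ cells from WT and *Vav2* Onc/Onc mice, and their RNA was measured on Affymetrix Mouse Gene 1.0 ST arrays at 6 ages, with 3 arrays per genotype and age. Arrays were grouped by the genotype, age and replicate number in their labels. The values used are the log2 signals as deposited by the authors, who made them from the array scans by robust multi-array averaging (background adjustment, quantile normalization and summarization over all arrays) in R 3.3.1. The log base is not given in the sources used here and was taken as 2, which is what that method returns and what the range of the values fits. The array scans were not analysed here.

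Probe sets were assigned to genes by the platform's annotation. All 34760 probe sets entered the tests. A gene was represented by its probe set with 1 symbol and the highest mean over the 36 arrays, so that *Pak1* and *Rock2*, which have no such probe set, were left out.

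Probe sets dynamic with age were found in each genotype by a chi-squared p under 0.01 for the scatter of the 6 age means around their mean on the linear scale, and a highest age mean at least 2 times the lowest. The paper gives the chi-squared formula and a fold change of at least 2, and the scale and the fold of age means were chosen here. Their standardized log2 age means were clustered by fuzzy c-means (e1071 1.7.16, fuzzifier 1.25, the best of 10 seeded starts) with 14 centres for WT and 15 for *Vav2* Onc/Onc HFSCs, and a membership of at least 0.5 was required. A wave took the age and sign of the largest deviation of its centre. Hubs were the top 10% of each wave by the sum of |r| to the power 6 over the 18 arrays of a genotype.

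Genotype differences at each age and on average, their interaction with age, and age effects within a genotype were tested with limma 3.58.1 in R 4.3.3, in a single fit of 12 group means on 36 arrays, at a Benjamini-Hochberg adjusted p under 0.05. Gene lists, 77 in all, were tested with limma's camera at its preset inter-gene correlation of 0.01, and again with a correlation estimated from the data. They hold 52 lists of functions, 14 of cell types, 5 of controls and 6 of genes that skin does not transcribe. Table S1 was available only in part and was used in no test of gene sets. Co-expression within 16 lists was compared between genotypes by 100000 permutations of genotype within age. Co-expression between lists used single-sample GSEA scores with a rank weight of 0.25. These computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

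The tests, lists and most alternatives were chosen before the data were examined. The alternatives chosen after seeing the data are the fits without the 12-month arrays, the fold change from single arrays, the alternatives of the list tests across ages, and the list medians with 1 array left out. The other alternatives were array weights, a block for the replicate number, centring each array on its more strongly expressed probe sets, other fold-change thresholds (1.5 and 3), leaving out the 40% of probe sets with the lowest signal, probe sets with 1 symbol alone, fits of the 6 arrays of an age, and leaving out arrays or replicates. The limma tests were tested on simulated data: of 100 added 2-fold differences at 4 months 81 were called, and 98 of 100 that were 4-fold, with 11 false calls. The simulated noise was independent between genes and had the same spread on every array. It does not measure false calls at 12 months, where the real arrays have a narrower range and a wider spread between replicates.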

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

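The tests of how a list's genotype difference changes between ages were chosen only after the list results had been seen. Proliferation genes were higher in *Vav2* Onc/Onc HFSCs at 0.6 and 6 months and lower at 4 months (camera, adjusted p = 2.36e-76, 1.55e-22 and 8.98e-11; adjusted p = 0.035, 0.786 and 0.893 with an estimated correlation). The median difference at 0.6 months was 0.58, but 0.29 without WT replicate 1, and that at 4 months was −0.31, −0.47 without *Vav2* Onc/Onc replicate 3 and −0.21 without *Vav2* Onc/Onc replicate 1. The difference at 0.6 months less that at 4 months had a median of 0.90 with 78 of 79 genes above 0 (adjusted p = 5.2e-66; adjusted p = 0.136 with an estimated correlation). The difference at 6 months less that at 4 months had a median of 0.59 with 77 genes above 0 (adjusted p = 1.72e-22; adjusted p = 0.955 with an estimated correlation). The paper does not report a lower signal of these genes at 4 months.

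The lower signal of endothelial genes at 2.5 months differed from the mean of the other ages (median −0.91, adjusted p = 1.56e-20; adjusted p = 0.153 with an estimated correlation), with 5 of 17 genes called. Immediate early genes at 4 months differed likewise (median 0.86, all 22 genes above 0, adjusted p = 3.97e-14; adjusted p = 0.624 with an estimated correlation), and the list was higher at that age itself (adjusted p = 1.92e-13; adjusted p = 0.807 with an estimated correlation). Genes of olfactory, vomeronasal and trace amine receptors, which skin does not transcribe, were higher at 12 months (adjusted p = 2.45e-14; adjusted p = 0.31 with an estimated correlation). In all, 16080 probe sets had a genotype difference that changed with age by limma.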

How the results depend on the processing

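Of the values of named genes under all alternatives, 1718 of 2024 gave the same call, 250 a weaker and 56 a stronger one, and of those of gene lists 743 of 862, with 107 weaker, 10 stronger and 2 reversed. These counts pool unlike alternatives. With an estimated correlation alone, 4 of the 78 named list results that were called stayed called and 74 were lost. Probe sets differing between genotypes at the ages in order numbered 3991, 7956, 585, 6128, 605 and 8035 with array weights, against 8, 41, 27, 276, 0 and 23223, and 3, 127, 0, 2605, 1 and 19 when only the 6 arrays of an age were fitted. They were, without the 12-month arrays, 44 at 0.6, 7165 at 1, 333 at 2.5, 2335 at 4 and 1 at 6 months, with 171 on average and 5981 in the interaction. Without the lowest 40% of probe sets they were 13 at 0.6, 89 at 1, 51 at 2.5 and 13633 at 12 months, with probe sets of 1 symbol 53 at 2.5 months, with at least a 2-fold change 15 at 1, 106 at 4 and 7746 at 12 months and 6 on average, and after centring 13 at 1 and 41 at 2.5 months and 7976 on average. With a replicate block they were 9, 45 and 22 at 0.6, 1 and 2.5 months. Whether replicate numbers pair the arrays stays open, since 8 of 18 same-numbered pairs had an r above 0.1. Their mean r was 0.084. The −0.044 of differently numbered pairs adds no evidence, since the r values of an age nearly cancel over its pairs. With any 1 array or replicate left out the probe sets differing numbered 1 to 32 at 0.6, 0 to 111 at 1, 0 to 12 at 2.5, 108 to 193 at 4, 0 to 0 at 6 and 19779 to 24579 at 12 months, 553 to 3519 on average and 6878 to 11554 in the interaction. Age-regulated probe sets (13978 WT, 29329 *Vav2* Onc/Onc) were 22429 in WT with array weights, and 17469, 19457 and 14475 in *Vav2* Onc/Onc HFSCs without the lowest 40%, with 1 symbol and without the 12-month arrays; leaving out a replicate gave 4094 to 13703 and 24804 to 26849. Lists called between genotypes (20, 32, 12, 24, 26 and 53) were 2, 0, 1, 0, 0 and 0 with an estimated correlation, 17 at 1 and 19 at 2.5 months with array weights and 6 at 2.5 months without the 12-month arrays; with any 1 array left out they were 11 to 24, 17 to 39, 10 to 19, 18 to 25, 20 to 30 and 49 to 52. Calls across ages (161 WT, 271 *Vav2* Onc/Onc) were 1 and 0 with an estimated correlation, 107 and 96 without the 12-month arrays, and 121 to 193 and 248 to 286 with a replicate left out. In the fit without the 12-month arrays the ribosomal list of *Vav2* Onc/Onc HFSCs was lower at 2.5 months (adjusted p = 0.00776) and the splicing list lower at 4 months (adjusted p = 0.000132), against an adjusted p of 0.417 and a higher signal (adjusted p = 0.0016) with them; with an estimated correlation both calls were lost (adjusted p = 0.759 and 0.873). Dynamic probe sets numbered 11303 in WT at a fold change of 1.5, 1340 and 8118 at 3 (7076 in *Vav2* Onc/Onc only), 11103 in WT by single arrays, 2479 and 11617 (9444) with 1 symbol, 11896 (8326) in *Vav2* Onc/Onc HFSCs without the lowest 40%, and 1181 and 1912 (1062) without the 12-month arrays; leaving out a replicate or array gave 4407 to 7444 in WT, 16723 to 20893 in *Vav2* Onc/Onc HFSCs, 12768 to 15370 in these only and 81.94 to 85.13% shared by replicate, and 12465 to 16366 and 81.92 to 85.84% by array. The very early ratio of WT (1.18) was 3.25 after centring, 2.85 at a fold change of 3, 2.31 with standardized linear means, 1.89 by the fold change alone and 1.79 without replicate 3, and reversed to 0.7 without replicate 2, 0.8 at a fold change of 1.5, 0.76 by single arrays, 0.94 with 1 symbol and 0.95 without the 12-month arrays; that of *Vav2* Onc/Onc HFSCs (1.6) was 4.9 without clustering, and no probe set was lower without replicate 1 or 2, with linear means, with 10 centres, at a fold change of 3 and by single arrays. The late ratio of WT (0.55) was 3.63 after centring and 2.27 without the 12-month arrays, both reversed, 0.32 with 1 symbol, 0.31 without the lowest 40% and 0.58 to 0.65 with a replicate left out; that of *Vav2* Onc/Onc HFSCs (1.18) was 4.94 after centring, 0.64 at a fold change of 3, 0.88 with 1 symbol and 0.34 without the lowest 40%, these last reversed, and 1.06 to 1.18 with a replicate left out. The late share was 9.5% in WT and 14.48% in *Vav2* Onc/Onc HFSCs without the 12-month arrays, and 84.13 to 90.21% and 93.84 to 95.84% with a replicate left out; late probe sets not dynamic in WT were 52.26% and 72.26 to 82.54%. Shared hubs (4.77%) were 13.54% without the 12-month arrays, 9.57% by single arrays and 2.73 to 5.77% with a replicate left out. Lists of 16 higher in *Vav2* Onc/Onc HFSCs (15) were 10 without the 12-month arrays and 15 to 16 with a replicate left out, when 0 to 0 differed by the permutation test; after centring, keratinization was not higher (0.456 against 0.472). Correlated list pairs (613 WT, 783 *Vav2* Onc/Onc) were 402 and 486 without the 12-month arrays, 407 and 427 by Spearman, 285 in WT on the 6 age means, and 403 to 523 and 701 to 786 with a replicate left out. Hub factors differing (128) were 69 without the 12-month arrays, 78 at 2-fold, 12 on the 6 arrays of an age and 121 to 129 with an array left out. *Vav2* differed at 4 ages with array weights, 3 without the 12-month arrays, 1 on 6 arrays and 0 to 2 with an array left out; *Rac1* at 0 with weights, after centring, without the 12-month arrays and on 6 arrays, and 1 to 1 with an array left out; *Rhoa* at 3, 2 without the 12-month arrays, 0 on 6 arrays, and 1 to 1.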

Differences from the paper's values

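The paper gives 31.9% of genes dynamic in WT HFSCs, where 14.47% were found here. The paper gives the chi-squared test and a fold change of at least 2; the linear scale and the fold of the highest over the lowest age mean were chosen here. A value counts as within the paper's where the larger is at most 1.5 times the smaller. Of the alternatives set before the data were examined, a fold change of at least 1.5 (32.52%) and leaving out replicate 1 (21.42%) fall within the paper's value and the others do not. The fold change from single arrays (31.94%), chosen after seeing the values, does too.

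The paper's shares of the very early, early, middle and late phases are 34.9, 22, 10.8 and 31.6% in WT HFSCs, against 7.39, 2.32, 2.95 and 87.34% here, and 18, 11, 11.3 and 59.6% in *Vav2* Onc/Onc HFSCs, against 2.62, 1.96, 0 and 95.42%. No alternative set before the data were examined brought any of these within the paper's. Leaving out the 12-month arrays, chosen after seeing the values, did so for the very early phase of WT (52.15%) and the middle phase of *Vav2* Onc/Onc HFSCs (16.06%). The paper names a wave by its main positive and negative peaks, and here the largest deviation alone gave the age.

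For higher over lower genes, the paper gives 0.62 in the very early phase of WT, against 1.18 here. Leaving out replicate 2 (0.7) and a fold change of 1.5 (0.8) came within it, the other alternatives set before the data were examined did not, and the fold change from single arrays (0.76), chosen after seeing the values, did. The paper gives 0.7 in the middle phase of WT, against 0 here, and 0.53 without clustering was within it. The paper gives 2.8 in the late phase of *Vav2* Onc/Onc HFSCs, against 1.18 here, and no alternative with a ratio came within it; without the 12-month arrays, chosen after seeing the values, 266 probe sets were higher and 0 lower.

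The paper gives 26.5% of hubs shared over all phases, and its text does not name the total behind that share. Here 4.77% of the 1822 *Vav2* Onc/Onc hubs were shared, and no alternative of this share came within the paper's value. The same 87 shared hubs stand against 475 WT hubs, and a share of the WT hubs was not compared with the paper's. For the late phase the paper gives 6.65%, against 3.74% here. Without the lowest 40% of probe sets (5.28%), after centring (4.62%) and without replicate 1 (4.95%) or 3 (5.07%) the value was within the paper's, and the fold change from single arrays (7.89%), chosen after seeing the values, was too. Of the hub transcription factors, the paper gives 55% as changed, against 98.46% here. At least a 2-fold change (60%) was within it, the other alternatives set before the data were examined were not, and leaving out the 12-month arrays (53.08%), chosen after seeing the values, was.

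The paper excepts keratinization and rhythmic processes from the higher co-expression in *Vav2* Onc/Onc HFSCs. Here the mean absolute r of those lists was higher in *Vav2* Onc/Onc HFSCs, with 0.445 against 0.372 for keratinization (permutation p = 0.115; 0.456 against 0.472 after centring the arrays) and 0.587 against 0.39 for circadian genes, and the list that was not higher was proliferation, with 0.67 against 0.672. The paper places a decrease of ribosomal genes of *Vav2* Onc/Onc HFSCs from the middle ages, where the list was higher here at 4 and 6 months than the mean of the other ages (adjusted p = 0.0136 and 1.08e-07; adjusted p = 0.674 and 0.321 with an estimated correlation), a mean that includes the fall at 12 months (adjusted p = 7.96e-05; adjusted p = 0.444 with an estimated correlation). Without the 12-month arrays, chosen after seeing the values, it was lower at 2.5 months (adjusted p = 0.00776), not called at 4 months (0.95) and higher at 6 months (adjusted p = 7.66e-14), with adjusted p = 0.759, 0.99 and 0.372 with an estimated correlation. The paper places mTOR signaling among the functions higher in young WT HFSCs, where the list gave an adjusted p of 0.836.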

Other observations

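The tests of the endothelial and immediate early genes over single arrays were chosen only after the results were seen, and the cell type lists were planned. In the sorted cells of both genotypes, T cell genes were lowest at 6 months and highest at 12 months. In WT HFSCs they fell at 6 months with a median of −0.50 and 4 of 10 genes called, 7 when adjusted over the list alone (camera, adjusted p = 2.39e-10; adjusted p = 0.0079 with an estimated correlation). In *Vav2* Onc/Onc HFSCs the median at 6 months was −0.50 too (adjusted p = 0.000115; adjusted p = 0.315 with an estimated correlation), and at 12 months 8 genes were higher (median 0.86, adjusted p = 0.0197; adjusted p = 0.291 with an estimated correlation, and 0.0533 without replicate 1), about as much as the olfactory, vomeronasal and trace amine receptor genes, which skin does not transcribe (median 0.82). *Cd3d*, of the T cell receptor complex, was at 6.94 ± 0.22 (log2, SD, n = 3) there and rose by 1.73 (adjusted p = 2.31e-16). Whether the sort left T cells in was not tested, and the paper does not report their genes by age.

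Most *Vav2* Onc/Onc changes lie at 12 months, where the genes that skin does not transcribe were higher than in WT by a median of 0.508 and the genotype difference ran against the level of a probe set (Spearman rho −0.729). Both values go with a compressed range of signal on these arrays, as low RNA input or quality may give, for that part of the pattern. A single aberrant array is argued against, since the ratio of *Vav2* Onc/Onc to WT dynamic probe sets stayed at 3.33 or more with any 1 of these arrays left out. Other cells in the sorted population cannot be told apart, with a median of up to 0.654 over the cell type lists (endothelial genes), because genes of no skin cell moved as well. An effect of Vav2 Onc in aged HFSCs stays open and was not tested.

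Endothelial genes were lower in *Vav2* Onc/Onc HFSCs at 2.5 months. A single array is argued against, since the median stayed at −0.645 or further from 0 with any 1 of the 6 arrays left out. Over the 30 younger arrays the genes' deviations from their group means moved together (mean r 0.624, against 0.127 at the 95% point of 1000 random lists), as a share of endothelial RNA that varied between preparations may give. A change of the vessels near the follicle stays open and was not tested.

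Immediate early genes were higher in *Vav2* Onc/Onc HFSCs at 4 months. Leaving out any 1 of the 6 arrays left a median of at least 0.587, against a single array as the source. Their deviations moved together over the 30 arrays (mean r 0.328, against 0.215 for random lists), as a response to cell dissociation that varied between preparations may give. Signaling by Vav2 Onc at that age stays open and was not tested.

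Other splits of the same arrays were counted for each test. For the genotype difference at single ages there are 10 splits, too few for a share under 0.05, and the real and highest other counts of probe sets were 8 and 15 at 0.6 months (2 splits as large, the real included), 41 and 0 at 1, 27 and 0 at 2.5, 276 and 0 at 4 (1 split each), 0 and 3 at 6 (10 splits) and 23223 and 16334 at 12 months (1 split). For called lists they were 20 and 29 (3 splits), 32 and 45 (7), 12 and 36 (6), 24 and 30 (3), 26 and 20 (1) and 53 and 51 (1). The other tests had 100 splits each. For the average difference (4950, highest other 6364) 3 splits were as large, the real included, which makes chance unlikely but does not exclude it. The hub factors gave 3 as well (128, 128), but the paper chose them on these same arrays, so their count decides nothing. For the interaction (16080, 13299) only the real split reached its count. The same held for the age effects in WT (13978, 4111) and *Vav2* Onc/Onc HFSCs (29329, 27145). Chance is not excluded for the list calls across ages in WT (161, 209, 69 splits) and *Vav2* Onc/Onc HFSCs (271, 313, 33 splits).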
